# The GUL-1 Protein Binds Multiple RNAs Involved in Cell Wall Remodeling and Affects the MAK-1 Pathway in *Neurospora crassa*

**DOI:** 10.3389/ffunb.2021.672696

**Published:** 2021-04-16

**Authors:** Inbal Herold, Avihai Zolti, Marisela Garduño-Rosales, Zheng Wang, Francesc López-Giráldez, Rosa R. Mouriño-Pérez, Jeffrey P. Townsend, Igor Ulitsky, Oded Yarden

**Keywords:** GUL-1, RNA-binding protein, cell wall integrity pathway, cell wall remodeling, COT-1, Nikkomycin, MAPK

## Abstract

The *Neurospora crassa* GUL-1 is part of the COT-1 pathway, which plays key roles in regulating polar hyphal growth and cell wall remodeling. We show that GUL-1 is a bona fide RNA-binding protein (RBP) that can associate with 828 “core” mRNA species. When cell wall integrity (CWI) is challenged, expression of over 25% of genomic RNA species are modulated (2,628 mRNAs, including the GUL-1 mRNA). GUL-1 binds mRNAs of genes related to translation, cell wall remodeling, circadian clock, endoplasmic reticulum (ER), as well as CWI and MAPK pathway components. GUL-1 interacts with over 100 different proteins, including stress-granule and P-body proteins, ER components and components of the MAPK, COT-1, and STRIPAK complexes. Several additional RBPs were also shown to physically interact with GUL-1. Under stress conditions, GUL-1 can localize to the ER and affect the CWI pathway—evident via altered phosphorylation levels of MAK-1, interaction with *mak-1* transcript, and involvement in the expression level of the transcription factor *adv-1*. We conclude that GUL-1 functions in multiple cellular processes, including the regulation of cell wall remodeling, via a mechanism associated with the MAK-1 pathway and stress-response.

## Introduction

The *Neurospora crassa* GUL-1 protein (NCU01197) is a component of the COT-1 (Colonial Temperature sensitive 1; NCU07296.7) NDR-kinase pathway (Herold et al., 2019). The components of this pathway play key roles in regulating cell wall remodeling and polar growth, fundamental processes of filamentous fungi (Yarden et al., 1992; Gorovits et al., 2000; Gorovits and Yarden, 2003; Maerz and Seiler, 2010; Ziv et al., 2013; Herold and Yarden, 2017). Impaired function of COT-1 results in significant morphological defects (Yarden et al., 1992; Gorovits et al., 1999; Maerz et al., 2008; Herold and Yarden, 2017). Inactivation of *gul-1* partially suppresses the severity of growth phenotypes associated with *cot-1* (ts) and its coactivator *mob-2a* (Terenzi and Reissig, 1967; Herold and Yarden, 2017; Aharoni-Kats et al., 2018). Deletion of *gul-1* modifies the expression of cell wall remodeling genes (Herold and Yarden, 2017), nitrogen and amino-acid metabolism genes and almost 300 genes of unknown function (Herold et al., 2019). However, no study has established whether GUL-1 physically interacts with these mRNA species and/or directly regulates their translation. The *Aspergillus fumigatus* GUL-1-homolog SsdA also plays an important role in cell wall maintenance. Overexpression of *ssdA* increases chitin levels; loss and overexpression of *ssdA* alter the localization of the *A. fumigatus* chitin-synthase CsmA (Thammahong et al., 2019).

The GUL-1 protein is distributed within the entire cell volume (Lin et al., 2018; Herold et al., 2019) as a soluble protein, and has also been shown to aggregate and undergo microtubule-dependent trafficking. GUL-1 aggregates were found to associate with peri-nuclear areas in a stress-dependent manner (Herold et al., 2019).

The *Saccharomyces cerevisiae* GUL-1 homolog is Ssd1, whose activity is modulated by the yeast COT-1-homolog Cbk1 (Jorgensen et al., 2002; Kurischko et al., 2005; Jansen et al., 2009; Kurischko and Broach, 2017). Ssd1 is an mRNA binding protein (RBP) that physically interacts with 59–152 mRNA transcripts encoding proteins that function in cell wall organization and remodeling (Hogan et al., 2008; Jansen et al., 2009). Ssd1 recognizes conserved motifs in the 5′ and 3′ UTRs that are present in some of the associated mRNAs (Hogan et al., 2008; Ohyama et al., 2010; Wanless et al., 2014). Under stress conditions, Ssd1 has been shown to associate with mRNAs and processing bodies (PBs) at the low-complexity prion-like domain (PLD) and with stress granules (SGs). The outcome of these physical associations is translational repression, storage, or degradation of the bound mRNAs (Tarassov et al., 2008; Kurischko et al., 2011; Richardson et al., 2012; Zhang et al., 2014; Kurischko and Broach, 2017). The core of PBs complexes is comprised of components of the mRNA decapping machinery (Anderson and Kedersha, 2006 and references within) and translational factors. SGs are formed, in response to stress, when translational initiation is impaired. They are comprised of translation initiation factors, poly (A) RBP, and the 40S ribosomal subunit (Decker and Parker, 2012).

Deletion of *ssd1* results in activation of the Cell Wall Integrity (CWI) pathway in a constitutive manner (Arias et al., 2011). Ssd1 functions in parallel to Mpt5 (another RBP) to maintain CWI (Kaeberlein and Guarente, 2002). In *N. crassa*, the conserved CWI pathway is activated under cell-wall stress conditions and modulated by different proteins, including a Mitogen-Activated Protein-Kinase (MAPK) cascade that is comprised of MIK-1 (NCU02234), MEK-1 (NCU06419), and MAK-1 (NCU09842) (Park et al., 2008; Bennett et al., 2013; Kamei et al., 2016). This pathway can alter the transcription of multiple genes via the transcription-factor ADV-1 (NCU07392), encoded by a gene that is conserved among the Pezizomycotina and is essential for germling communication and fusion (Leeder et al., 2013; Dekhang et al., 2017; Fischer et al., 2018). ADV-1 has also been shown to directly activate transcription of elements involved in cell-wall stress response, including *mek-1* (Fischer et al., 2018; Fischer and Glass, 2019).

While we have previously analyzed the changes in the transcriptome changes that occur in conjunction with the presence/absence of GUL-1 (Herold et al., 2019), the emphasis of this report is the demonstration that GUL-1 is a bona fide mRNA-binding protein that associates with multiple mRNA species including *gul-1* itself. We also show that GUL-1 can physically interact with multiple proteins including additional RBPs, translation processes, and CWI pathway components. Lastly, we provide evidence that GUL-1 affects the CWI pathway via altering phosphorylation of MAK-1, and conclude that the RBP functions in the regulation of cell wall remodeling in concert with the MAK-1 pathway in a stress-related manner.

## Materials and Methods

### Strains, Media, and Growth Conditions

*N. crassa* strains used in this study are listed in Table 1. Strains were grown in either liquid or solid (supplemented with 1.5% agar) Vogel's minimal medium with 1.5% (w/v) sucrose (Vs), as described by Davis, 2000) or is available at http://www.fgsc.net/Neurospora/NeurosporaProtocolGuide.htm.

**Table 1:** *Neurospora crassa* strains used.

**Strain**	**Genotype**	**Source**	**NCU number**
Wild type	74-OR23-1 A	FGSC#987	
Wild type	ORS-SL6 a	FGSC#4200	
Δ*gul-1*	Δ*gul-1*	Seiler et al., 2006	NCU01197
GUL-1-GFP	his-3+::Pccg1-gul-gfp A	Seiler lab	
GFP	his-3::Pccg1 gfp	Fleissner et al., 2009	
dsRED-NCA-1	Pccg1::t-dimer2 (12)-nca-1::his-3+;Δmus-51::bar+	Bowman et al., 2009	
GUL-1-GFP/dsRED-NCA-1		This study	

Cultures designated for RNA extraction consisted of 2 × 10^6^ conidia ml^−1^ grown in 20–50 ml of liquid Vs (150 rpm) for 16 h at 34°C. For cell-wall stress induction, cultures were supplemented with 10^−5^ M Nikkomycin Z, for the last hour prior to RNA extraction. RNA extraction, DNase treatment, cDNA, and RT PCR (primers are listed in Table 2) were performed as previously described (Herold and Yarden, 2017).

**Table 2:** Primers used for RT PCR analyses.

**Name**	**NCU number and gene designation**	**Sequence**	**TM**	**Product size (bp)**
gul1_ For1912	NCU01197 (*gul-1*)	GGAAGAGGAGATCAATGATGAGCA	64	81
gul1_ Rev1993		AGCAGACCAAGGGTACCAGAAAAC		
404_For333	NCU05404 (*ghx-2*)	CGCTACCTTCACCGTCATCG	64	122
404_Rev455		CTGTTGTGCCAGGTCCAAGC		
347_For1517	NCU07347 (*gh17-2*)	CGGCACCGATTGTAACCAAA	64	105
347_Rev1622		GTGTTGCCATCCTGCCAGAC		
adv1_ For 1455	NCU07392 (*adv-1*)	CCTTGTTCGCGCACACCTAC	64	133
adv1_ Rev1588		TTCAGCGACTCAAGGCAAGC		

### RNA Immunoprecipitation (RIP) and RIP-RNAseq Analysis

The RIP procedures used here were conceptually based on those described by Dang et al. (2016) and Niranjanakumari et al. (2002). 10^6^ conidia of the GUL-1-GFP strain were cultured in 50 ml of liquid Vs at 150 rpm, for 18 h, at 34°C. This strain was confirmed to maintain its functional activity in *N. crassa* [(Lin et al., 2018). A similar strain was shown to be functional in Sordaria macrospora (Stein et al., 2020)]. The mycelia were harvested under vacuum and ground in liquid nitrogen. Tissue powder of total cell extracts was suspended in 1 mL of ice-cold lysis buffer (25 mM Tris HCl at pH 7.5, 150 mM NaCl, 1.5 mM MgCl2, 1% NP- 40, 1 mM EDTA) supplemented with cOmplete protease inhibitor mixture (Roche Applied Science, Mannheim, Germany), 0.5 mM DTT and 0.1 U/μl Murine RNase inhibitor (MO314S, New England BioLabs, Ipswich, MA). The samples were mixed, by vortex, for 2 min and incubated on ice for 10 min. This mixing was repeated three times. The samples were centrifuged for 20 min, 4,500 rpm (at 4°C) and the supernatants were recovered. The samples were then centrifuged for 60 min at 13,000 rpm. 10 mg of protein (from the recovered supernatants) were suspended in a total volume of 1.2 mL of ice-cold lysis buffer. 25 μL of GFP-Trap magnetic agarose beads (gtma-20, Chromotek) were washed according to the manufacturer's instructions and were added to the samples. The resulting mixtures were subjected to a short, 30 min (at 4°C) incubation on a rotation device, in order to reduce the presence of non-specifically bound proteins prior to the main immunoprecipitation phase of the experiment. After magnet-based removal of the beads from the mixture, 0.1 U/μl Yeast tRNA (AM7119, Invitrogen, Waltham, MA) were added to each sample. 600 μl of these samples were retained for total protein assessment. The remaining 600 μl were transferred to 25 μL of new, pre-washed, GFP-magnetic beads and rotated overnight at 4°C. The beads were then thoroughly washed three times (each time for 10 min) with 500 μL washing buffer (25 Mm Tris HCl at pH 7.5, 300 mM NaCl, 1.5 mM MgCl2, 1% NP-40, 1 mM EDTA) supplemented with cOmplete protease inhibitor mixture, 0.5 mM DTT and 0.1 U/μ RNase inhibitor. The beads were incubated and vortexed with 500 μl TRI reagent (TR118, MRC Cincinnati, OH) for 5 min at room temperature. RNA extraction was performed from the TRI reagent mixture followed by Perfecta DNase I treatment (Quanta BioSciences, Gaithersburg, MD, USA), according to the manufacturer's protocols. cDNA was synthesized with the qScript Flex cDNA kit (Quanta Biosciences, Beverly, MA). RT PCR analyses were performed as previously described (Herold and Yarden, 2017). The abundance of mRNAs was determined by RT PCR along with a no-tag control (wild-type strain) and compared to the abundance determined in total RNA extracts. The analyses were carried out with three independent replicates.

In order to obtain a comprehensive analysis of RNA species bound to GUL-1, we first used the RNA isolation procedure described above for the RIP experiments. A total of 24 qualified samples, including two biological replicates were prepared. The eight treatments analyzed were designated GPU, GPT, GNU, GNT, WPU, WPT, WNU and WNT. These corresponded to GUL-1 (G) or wild type (W), pulldown (P) or non-pulldown (N) with RIP, and either treated (T) or untreated (U) with Nikkomycin Z. Sequencing libraries were produced from purified total RNA samples using the Illumina TruSeq stranded protocol. Messenger RNA was purified using Dynabeads oligo(dT) magnetic separation (Invitrogen). Preparation of cDNA for sequencing followed the Illumina mRNA Sequencing Sample Preparation Guide. Complementary DNA was primed for reverse transcription using N_6_ primers. The quality of cDNA samples was verified with a bioanalyzer (Agilent Technologies). All samples were sequenced at the Yale Center for Genomics Analysis (YCGA).

The libraries underwent 76-bp single-end sequencing using Illumina HiSeq 2500 according to Illumina protocols. One of the three replicates for two sample types (GNU and GNT) produced very low reads due to low concentrations and were excluded from further analyses. The other 22 samples generated an average of 31.8 million single-end reads per library. Adapter sequences, empty reads, and low-quality sequences were removed. For each read, we trimmed the first six nucleotides, and trimmed the last nucleotides at the point where the Phred score of an examined base fell below 20 using in-house scripts. If, after trimming, the read was shorter than 45 bp, the entire read was discarded. Trimmed reads were aligned to the *N. crassa* genome from the NCBI with its genome annotation using Tophat v.2.1.1 (Trapnell et al., 2009), applying the very-sensitive preset and providing the corresponding gene model annotation. Only the reads that mapped to a single unique location within the genome, with a maximum of two mismatches in the anchor region of the spliced alignment, were reported in these results. We used the default settings for all other Tophat options. We tallied reads by aligning to exons of genes with the program HTSeq v0.6.1p1. A tally of the number of the reads that overlapped the exons of a gene, was calculated using aligned reads and the gene structure annotation file for the reference genome. Differentially expressed transcripts were analyzed using the STRING protein association network (Szklarczyk et al., 2015, 2017) with an integrated minimum required interaction score customized to medium confidence (0.4), using Cytoscape integrated app (Shannon et al., 2003). The GLay algorithm was applied for clustering the STRING network landscape using the ClusterMaker2 Cytoscape integrated app (Su et al., 2010; Morris et al., 2011). KEGG pathway enrichment was set to a false-discovery rate *P*-value of 0.05. Other figures were plotted with the R' ggplot2 package (Wickham, 2016). Sequence data were deposited to the Gene Expression Omnibus database (GSE152935; Supplementary Tables 1, 2).

### Immunoprecipitation, Western Blotting, and Mass Spectrometry

10^6^ conidia ml−1 cultures were grown in 50 ml liquid Vs medium (150 rpm) for 18 h at 34°C. When required, the strains were exposed to Nikkomycin Z (as described above) or the Vs medium was replaced medium lacking NH_4_NO_3_ (the main nitrogen source) for the last 1 h of growth. Protein extraction, blotting and mass spectrometry were carried out similarly to that described by Shomin-Levi and Yarden (2017), with appropriate modifications: Mycelia were vacuum-filtered, flash-frozen and ground in liquid nitrogen, and then suspended in approximately 2 ml lysis buffer [0.6 M sorbitol, 10 mM HEPES (pH 7.5), 5 mM EDTA, 5 mM EGTA, 5 mM NaF, 0.1 M KCl, 0.2% Triton X-100, and cOmplete protease inhibitor mixture (Roche Applied Science, Mannheim, Germany)]. When required, 1 tube of phosphatase inhibitor (PhosSTOP, Roche) was added to the lysis buffer (10 ml). The samples were mixed, by vortex, for 2 min and incubated on ice for 10 min. This procedure was repeated three times. The samples were centrifuged for 20 min (4,500 rpm, 4°C) and the supernatants were transferred to new tubes. These were then centrifuged for 60 min (13,000 rpm, 4°C) and the supernatants recovered. 80 μg of protein from each sample were resolved in a 4–15% (w/v) SDS-PAGE gel (mini protean TGX precast gels, Bio-Rad, CA, USA) and transferred to polyvinylidene difluoride (PVDF) membranes (Trans-Blot Turbo 0.2 μm, BioRad, CA). The membranes were immersed in a blocking solution (9% skim milk in TBST buffer) for 4 h at room temperature and washed with TBST buffer. Phosphorylated MAK-1 was visualized using an anti-phospho p44/42 (9101 Cell Signaling Technologies, Danvers, MA) according to the manufacturer's instructions (Rocha et al., 2016). The secondary antibody used was goat anti-rabbit IgG-HRP (SC2030, Santa Cruz Biotechnology, Heidelberg, Germany). As a control, we detected β-tubulin with an anti β-tubulin antibody (Rb PAbto beta tubulin, AB15568, Abcam, Cambridge, MA).

For immunoprecipitation analysis, 1 ml of cleared crude extract was incubated, overnight, in a rotation device, at 4°C, with 25 μl GFP-Trap magnetic agarose beads. The beads were washed three times with 500 μl washing buffer (25 Mm Tris Hcl at pH 7.5, 150 mM NaCl, 1.5 mM MgCl_2_, 1% NP-40, 1 mM EDTA). The immunoprecipitated proteins were eluted by treatment for 10 min at 70°C in sample buffer (3×) and were resolved in a 4–15% (w/v) SDS-PAGE gel (mini protean TGX precast gels, Bio-Rad, CA). Gels were stained with Coomassie Blue. The experiment was carried out with three biological replicates, using the GFP strain (Table 1) as a negative control. The proteins in the gel were reduced with 3 mM DTT in 100 mM ammonium bicarbonate [ABC] (60°C for 30 min), modified with 10 mM Iodoacetamide in 100 mM ABC (in the dark, at room temperature for 30 min) and digested in 10% acetonitrile and 10 mM ABC with modified trypsin (Promega) at a 1:10 enzyme-to-substrate ratio, overnight at 37°C. The resulted peptides were desalted using C18 tips (Homemade stage tips) and were analyzed by LC-MS-MS. The peptides were resolved by reverse-phase chromatography on 0.075 × 180-mm fused silica capillaries (J&W) packed with Reprosil reversed phase material (Dr Maisch GmbH, Germany). They were eluted with linear 60 min gradient of 5–28% 15 min gradient of 28–95% and 15 min at 95% acetonitrile with 0.1% formic acid in water at flow rates of 0.15 μl/min. Mass spectrometry was performed by Q Exactive plus mass spectrometer (Thermo) in a positive mode using repetitively full MS scan followed by collision induced dissociation (HCD) of the 10 most dominant ions selected from the first MS scan.

Mass spectrometry data was analyzed using the MaxQuant software 1.5.2.8 (Mathias Mann's group) vs. the *N. crassa* proteome from the Uniprot database. Oxidation on Methionine and acetylation on the N-terminus were accepted as variable modifications and carbamidomethyl on Cysteine was accepted as static modifications. Minimal peptide length was set to six amino acids and a maximum of 2 miscleavages was allowed. Peptide- and protein-level false discovery rates (FDRs) were filtered to 1% using the target-decoy strategy. Protein table was filtered to eliminate the identifications from the reverse database and from common contaminants, and single peptide identifications. The data was quantified by label free analysis using the same software, based on extracted ion currents (XICs) of peptides enabling quantitation from each LC/MS run for each peptide identified in any of experiments. Statistical analysis of the identification and quantization results was done using Perseus 1.6.7.0 software (Mathias Mann's group). Enriched immunoprecipitated proteins were analyzed and visualized by a heatmap (pheatmap with R; Kolde, 2018) or by STRING network as described for the RIP analysis.

### Fluorescence Microscopy

To observe the localization of GUL-1 with respect to the ER, we constructed a heterokaryon from the GUL-1-GFP and ds-mChFP-NCA-1 (Bowman et al., 2009) *N. crassa* strains (Table 1). A Petri dish with Vs or Vs lacking NH_4_NO_3_ (the main source of nitrogen) was inoculated with conidia from the two strains and incubated for 12 h at 30°C. The margin of the colony was screened for hyphae producing both fluorescent markers. Single cell double labeling analyses were performed as previously described (Herold et al., 2019), using an ECLIPSE Ti-E (Nikon, Japan) inverted microscope equipped with a CSU-x1 (Yokogawa, Japan) Spinning Disk powered by a LU-N4 laser unit (Nikon, Japan) for excitation at 488 and 561 nm for GFP or for dsRED, respectively. An Apo 60x/1.49 N.A. oil immersion objective was used. Images were obtained with an iXon Ultra camera (Andor, UK) and analyzed with NIS-Elements Viewer 4.56 software (Nikon, Japan). Final figures were created with Adobe Photoshop CC 2017 (Adobe Systems Inc., San Jose, CA).

The number of GUL-1-GFP aggregates that were associated with the ER or the cytoplasm was quantified in the subapical distal regions of the hyphae. Measurements were performed along a 50 μm long stretch of the hyphal cell and included the entire hyphal segment diameter. The number and distribution of GUL-1 aggregates was measured in 30 and 24 hyphal segments of cultures grown in the presence and absence of NH_4_NO_3_, respectively.

## Results

### GUL-1 Can Interact With Over 2,000 mRNAs

To identify potential GUL-1-interacting transcripts, we scanned the *N. crassa* transcriptome with a 5′-UTR motif, A[G/U]UCAUUCCUU, identified in some of the *S. cerevisiae* mRNAs that interact with Ssd1 (Hogan et al., 2008; Wanless et al., 2014). We found 15 such transcripts that contain the complete 5′ UTRs motif (11 nt) and 439 that contain the motif with one mismatch (Supplementary Table 3).

To determine whether the identified transcripts and GUL-1 can physically interact, we used *in vivo* RIP analyses. Initially, we analyzed the interactions between GUL-1 and three transcripts. These included *gul-1* itself and two mRNAs that encode proteins involved in cell wall remodeling: glycosyl-hydrolase unclassified family-2 (*ghx-2*) and endo-beta-1,3-glucanase (*gh17-*2). All three transcripts have a close match to the yeast 5′ UTR consensus motif in their 5′ UTRs (Supplementary Table 3). Furthermore, these genes also exhibited high global scores that were obtained with the CatRapid algorithm, used for predicting mRNA-protein interactions (Table 3; Bellucci et al., 2011).

**Table 3:** CatRAPID algorithm results.

**Gene**	**NCU number**	**Description**	**Global Score (0–1)**
*gul-1*	NCU01197	cell wall biogenesis protein Ssd1	1
*ghx-2*	NCU05404	glycosyl hydrolase unclassified family-2	0.6
*gh17-2*	NCU07347	endo-beta-1,3-glucanase	0.47

*Global Score predicts the overall interaction ability of a protein-RNA pair. The value of 1 indicates the highest probability of a predicted interaction*.

Based on the ratios obtained between the immunoprecipitated target-gene values and those measured in the total cell extracts (input) obtained from GUL-1-GFP and non-tagged wild-type strains, we inferred interactions between GUL-1-GFP and *gul-1*, as well as *ghx-2* transcripts—yet no interaction with *gh17-2* (Figure 1).

**Figure 1:**
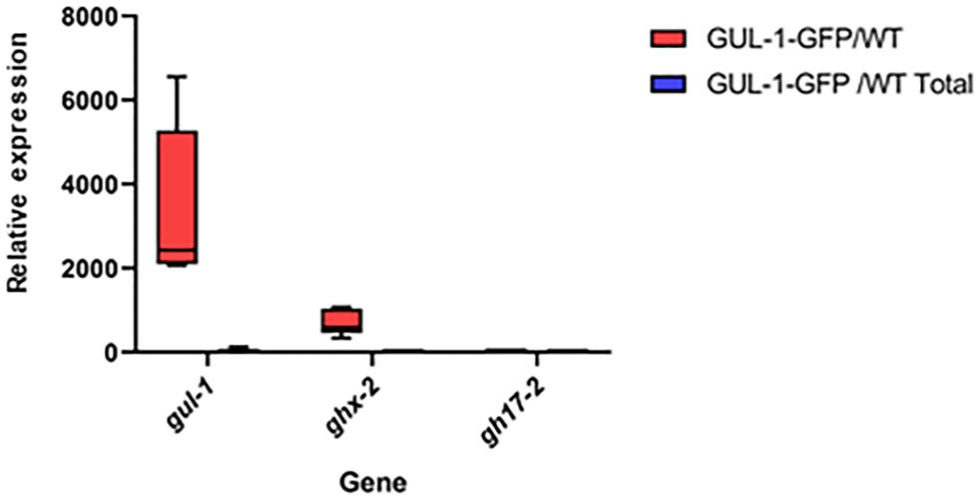
GUL-1 physically interacts with different mRNAs. Relative mRNA abundance of *gul-1, ghx-2*, and *gh17-2*, as determined by RT PCR, in RNA immunopercipitants obtained from the GUL-1-GFP and the wild-type strains. Bars indicate ±1.96 SE (confidence level of 95%), as determined on the basis of three independent replicates.

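RNA was sequenced from GFP pull-downs and from the corresponding total extracts (inputs) of the GUL-1-GFP strain and the non-tagged wild-type, which carries no GFP and shows what the beads retain by themselves. Both strains were grown in Vs medium without a drug (standard growth conditions) or with Nikkomycin Z, an inhibitor of chitin synthesis. The authors deposited counts for 10592 annotated features in 22 libraries, without normalization; according to the paper they are reads tallied on exons. Each treatment was represented by 3 pull-down and 2 input libraries of GUL-1-GFP, and by 3 pull-down and 3 input libraries of the wild-type. Total counts ranged from 259583 to 28372176 per library. A single rRNA feature, NCU15719, held 46.9% of all counts. Protein-coding genes, as annotated in NC12, received from 0.189 to 0.671% of the counts in the 4 GUL-1-GFP inputs, which amounted to between 30660 and 48884 counts per library. Their share was between 4.43 and 21.5% in the 6 GUL-1-GFP pull-downs, and between 1.23 and 4.13% in the wild-type pull-downs. In the wild-type inputs it ranged from 0.023 to 1.54%. The lowest value came from input replicate 3 of the standard medium, in which 59 counts fell on protein-coding genes. Counts were normalized with edgeR's TMM method, and the 7114 features that passed its filter on low counts were tested in one model of the 8 groups. A transcript was counted as GUL-1-bound when its log2FC in GUL-1-GFP pull-down over input was above 2 at an adjusted p under 0.05, and wild-type pull-down was not enriched over input at an adjusted p under 0.05. A library in which a transcript had no count could have shown it from 3 counts upward, and a fold change over inputs at or under 3 counts is given as a lower bound. These floors cover counting error only, and only if the counts are tallies of reads. From the number of genes detected, the GUL-1-GFP inputs held an estimated 3.91 to 5.33 counts per mRNA molecule. The true fold over such inputs at 0 may therefore be smaller than the lower bound given.

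**Figure D1:**
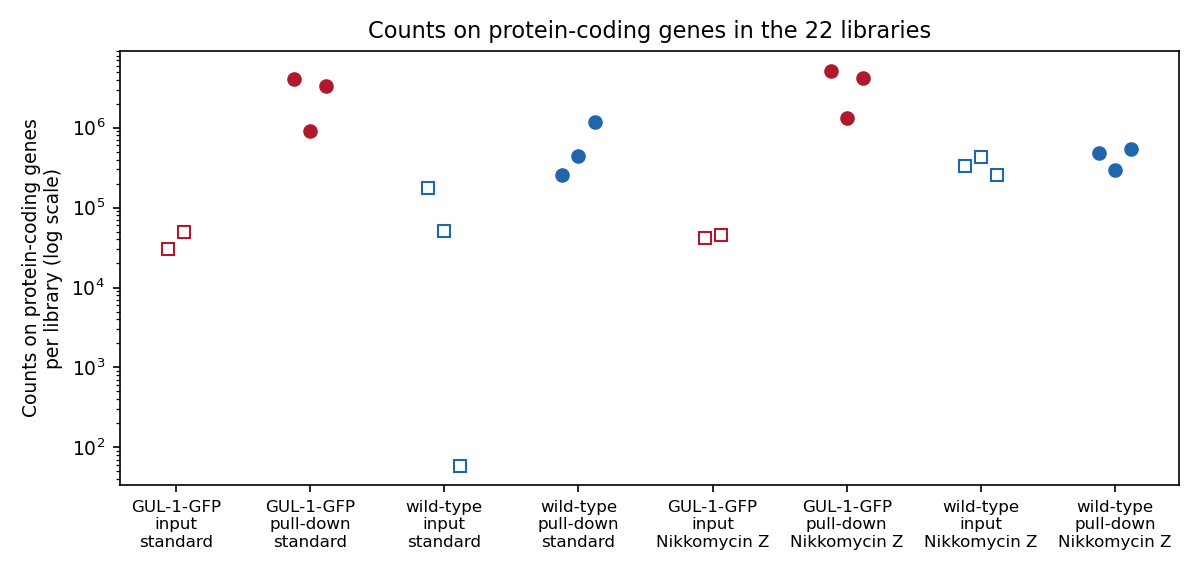
Counts on protein-coding genes (log scale) in each of the 22 libraries, by strain, fraction and treatment; filled circles are pull-downs, open squares inputs, red GUL-1-GFP and blue wild-type. The GUL-1-GFP inputs lie between 30660 and 48884 counts, and input replicate 3 of the wild-type in standard medium lies at 59.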

Upon verifying that GUL-1 is a bona fide RBP, we expanded our analysis of GUL-1-mRNA interactions by performing RIP analysis combined with RNA-Seq. We analyzed RNA samples obtained from cultures grown under standard growth conditions and samples obtained in the presence of the cell wall-inhibitor Nikkomycin Z. Under standard growth conditions, GUL-1 physically interacts in a significant manner (adjusted *P* < 0.05, log_2_ fold-change (log2FC) > 2) with 1,048 different transcripts which increase in abundance in immunoprecipitated GUL-1-GFP, after reference being made to the input and the non-tagged samples (Figure 2A, Supplementary Table 4). 

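In GUL-1-GFP pull-down over input, 1283 of the 7114 transcripts tested passed both thresholds. In the wild-type, 32 were enriched over input, and 954 had an unadjusted p under 0.05. Removal of the 21 transcripts enriched in both strains left 1262 GUL-1-bound transcripts under standard growth conditions. The median log2FC of all transcripts tested was 3.32 in GUL-1-GFP and 0.61 in the wild-type. Of the 1262, 923 (73.1%) had no more than 3 counts in either GUL-1-GFP input, and 892 had none. When the difference between the strains was tested directly, as the interaction of strain and fraction, 154 transcripts were higher in GUL-1-GFP, and all of them were among the 1262. A comparison of the pull-downs of both strains, without the inputs, gave 179 transcripts higher in GUL-1-GFP at a log2FC above 2, of which 159 were GUL-1-bound. The smallest adjusted p belonged to NCU06737, at 2041 ± 833 CPM (counts scaled by library size) (SD, n = 3) in the pull-down and 2.99 ± 0.692 (SD, n = 2) in the input. Its log2FC was 9.42 (standard error 1.05, adjusted p = 3.82e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across transcripts, which are not independent replicates, residuals of pull-down and input of the same replicate number had a mean correlation of 0.258, against -0.129 for different numbers. With each pull-down paired with the input of its replicate number, 776 transcripts were GUL-1-bound, 744 of them among the 1262. Among the alternatives the count of GUL-1-bound transcripts was highest with library sizes taken from total counts, at 4955, and lowest when edgeR was fitted to the 5 libraries of the comparison alone, which gave 0 transcripts at the adjusted threshold and 1915 at an unadjusted p under 0.05; DESeq2 on the same libraries gave 662. From the transcripts that rise in the GUL-1-GFP immunoprecipitate relative to the input and the non-tagged samples, the paper concludes that GUL-1 physically interacts with them.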

The presence of Nikkomycin Z increased the number of mRNAs associated with GUL-1 by more than 2-fold (2,628 mRNAs), when compared to standard growth conditions. Moreover, these enriched genes had a higher log2FC compared to the samples from standard growth conditions (Figure 2B, Supplementary Table 4).

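With Nikkomycin Z, 1314 transcripts passed both thresholds in GUL-1-GFP pull-down over input. None was enriched in the wild-type, where 247 had an unadjusted p under 0.05, so that all 1314 were GUL-1-bound, 1.04 times the number under standard growth conditions. Of these, 947 (72.1%) had no more than 3 counts in either input. The interaction of strain and fraction was positive for 652 transcripts, 643 of them GUL-1-bound. In the comparison of pull-downs, 430 transcripts were higher in GUL-1-GFP at a log2FC above 2, 278 of them GUL-1-bound; without the limit on log2FC 506 were higher and 378 lower. The effect of the treatment on pull-down over input in GUL-1-GFP was tested as an interaction as well. A single transcript passed, NCU09089, named here after its values were seen (adjusted p = 0.0498 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 916 had an unadjusted p under 0.05. NCU09089 had 29 and 80 counts in the inputs of the standard medium and 0 in both inputs with Nikkomycin Z. The number that passed this interaction depended on the setting. It was 92 with DESeq2 on the 22 libraries, 54 with DESeq2 in separate fits and 70 among transcripts with at least 10 input counts. With the other alternatives it was 0 to 2. No transcript differed between GUL-1-GFP pull-downs with and without Nikkomycin Z, and 301 had an unadjusted p under 0.05. The residuals of pull-down and input of the same replicate number had a mean correlation of 0.014, against -0.007 for different numbers, and pairing them gave 874 GUL-1-bound transcripts. With library sizes taken from total counts the number rose to 3765. With DESeq2 on the 22 libraries it was 2333, against 1743 under standard growth conditions. Among transcripts with at least 10 counts over both inputs it was 226, against 165 under standard growth conditions.

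**Figure D2:**
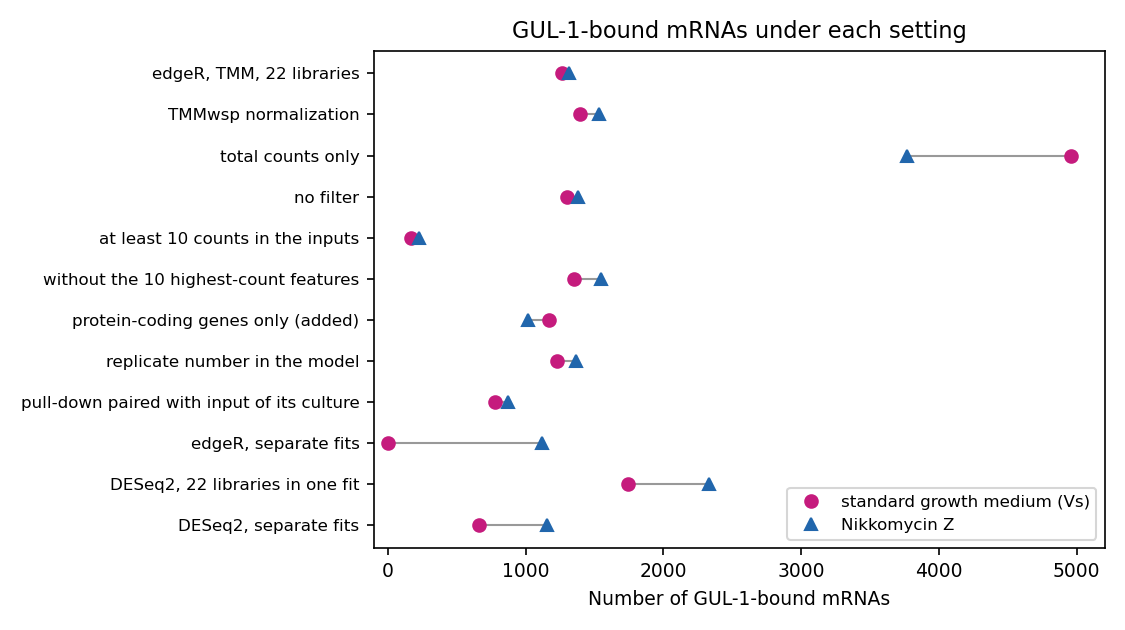
Number of GUL-1-bound mRNAs in standard growth medium (circles) and with Nikkomycin Z (triangles) under each of 12 settings, 1 per line. The count with Nikkomycin Z is 1314 with edgeR, TMM and 22 libraries, and lies between 226 (at least 10 counts in the inputs) and 3765 (total counts only).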

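Over the 754 transcripts that were GUL-1-bound in both treatments, the median log2FC was 7.99 without and 7.91 with Nikkomycin Z. The median of the difference between treatments was 0.05, and 402 of the 754 transcripts had the higher log2FC with Nikkomycin Z. For 545 of the 754 the GUL-1-GFP inputs of at least one treatment held no more than 3 counts, so that these differences do not measure a change; among the 209 with more in both, a count made after seeing the data, the median difference was 0.27. Compared pull-down by pull-down within a replicate number, without the inputs, the median difference was 0.38, 0.07 and 0.11 (SD 0.169, n = 3), above 0 in each of the 3 replicates. The median difference over all transcripts tested was -0.11. Measured against the wild-type pull-down in place of the input, the median difference was 0.21. With library sizes taken from total counts, the median difference in pull-down over input had the opposite sign, at -0.41, and it was -0.03 with DESeq2 in separate fits. It was 0.35 with DESeq2 on the 22 libraries and 0.36 among transcripts with at least 10 input counts. With single libraries left out it ranged from -0.03 to 0.22.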

**Figure 2:**
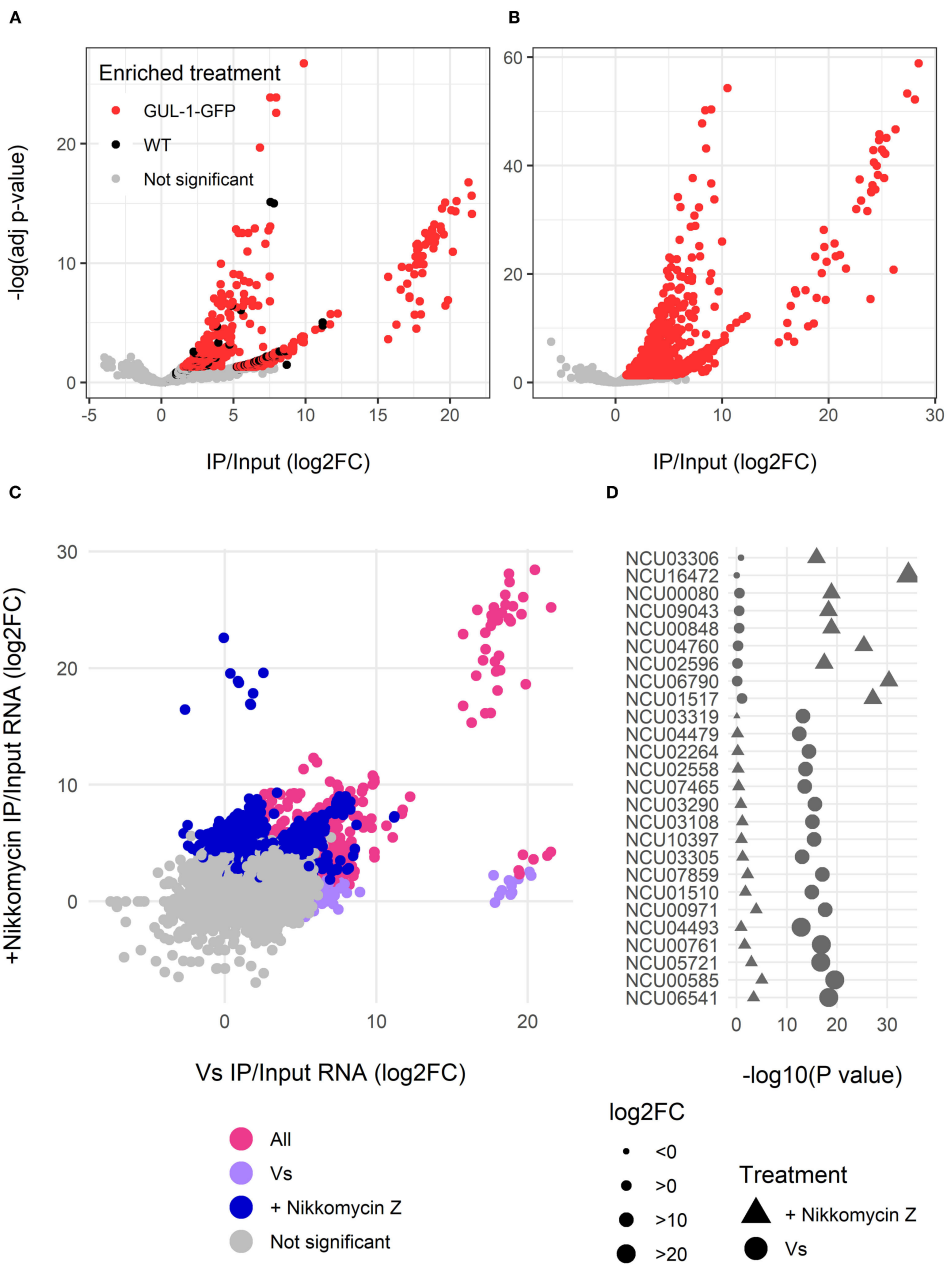
GUL-1 can interact with over 2,000 mRNAs. RNAseq analysis of transcripts immunprecipitated with GUL-1-GFP. Log2 fold-change of GFP pull-down enriched RNAs were compared to wild-type and –Log (adjusted *P*-value) of **(A)** standard growth medium (Vs) and **(B)** Nikkomycin Z treatment. Colors indicate the genes significantly enriched in GFP-labeled GUL-1 (red), but not enriched in wild-type GUL-1 IPs (in black). **(C)** A comparison of enrichment (log2FC) between standard growth conditions (Vs) and Nikkomycin Z treatments was also carried out. Colors indicate transcripts enriched in Vs (magenta), Nikkomycin Z (blue), or in both treatments (pink). Some transcripts were exceptionally enriched in GUL-1 GFP-tagged IPs when compared to wild-type, with a log2 FC > 15, and are grouped within elliptical area. **(D)** The predictive association between highly enriched (log2FC > 15) GUL-1-GFP immunoprecipitated transcripts. The significance of the enrichment, –Log (adjusted *P*-value), for the Vs (circles) or Nikkomycin Z (triangles) treatments, is shown as a comparison for enrichment of the same transcript in the corresponding treatments. Symbol size indicates relative abundance (log FC) of enrichment and the colors signify the enriched treatment as in panel **(C)**. Data for all transcripts can be found in Supplementary Table 4.

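A log2FC above 15 was reached by 1 transcript in the standard medium and by none with Nikkomycin Z, and a log2FC above 10 by 80 and 110 transcripts, all with no more than 3 counts in either input, so that these sizes are not measured. Of Supplementary Table 4 the part with 1998 genes was read, and in it 54 of the transcripts that the paper calls enriched in the standard medium are above 15. Here 12 of these 54 passed both thresholds. All 54 had a count of 0 in GUL-1-GFP input replicate 2, and 19 had a count of 0 in both inputs, where the log2FC is not a measured size; the other 35 lay between -2.17 and 2.69, and none of them passed. For the 37 transcripts above 15 with Nikkomycin Z in the same part of the table, both inputs were at 0 and 11 passed; against 3 counts in each input the highest of the 37 was at least 61.2-fold up, and only 19 of the 37 had a lower bound above 1. None of the 54 or the 37 was higher in GUL-1-GFP than in wild-type pull-down at the adjusted threshold; 1 and 24 of them had an unadjusted p under 0.05.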

The core GUL-1-interacting mRNAs were enriched for ribosome, metabolic pathway, oxidative phosphorylation, protein processing in the ER, autophagy, citrate cycle and MAPK KEGG pathways. Enrichment in propanoate metabolism and biosynthesis of antibiotics was unique to standard and stress-challenged cultures, respectively (Figure 2C, Supplementary Figure 1, Supplementary Table 4). Overall, in the presence of Nikkomycin Z, we found more significant enrichment of genes sharing common pathways (Figure 2C, Supplementary Figure 1B).

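The 77 cytosolic ribosomal protein genes were those with proteins in Supplementary Table 5, a limit not set for the other genes. Of these 77, 35 (45.5%) were GUL-1-bound in at least one treatment, against 1787 of the 7037 other genes tested (25.4%). The odds ratio was 2.45 (Fisher's exact test, two-sided, p = 0.00018, and 0.00033 after Benjamini-Hochberg adjustment over 11 tests of gene sets). In the standard medium 21 were GUL-1-bound (27.3%, against 17.6% of the others, p = 0.0349 from the same exact test and 0.048 adjusted). With Nikkomycin Z there were 28 (36.4%, against 18.3%, exact p = 0.000172 and 0.00033 adjusted). The median log2FC of the 77 genes was 1.45 in the standard medium and 1.65 with Nikkomycin Z, lower than the median of all genes tested. Their median abundance in the wild-type libraries was a log2 of 1.68 CPM, against -0.61 for all genes tested. Only 2 of the 77 (2.6%) were higher in GUL-1-GFP than in wild-type pull-down, against 6.51% of the others (exact p = 0.24 and 0.293 adjusted). Among genes with at least 10 counts in the inputs, 10.6% of the ribosomal protein genes were GUL-1-bound and no difference from the others was seen, at an odds ratio of 0.900 (exact p = 1); this requirement removes transcripts with a high ratio by construction and so does not test the result.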

The GUL-1-bound mRNAs (identified in either or both treatments) were enriched with RNAs involved in protein synthesis (Figure 2C, Supplementary Figure 1, Supplementary Table 4). We also identified a large set of transcripts that encode cell-wall remodeling components. Among them, there were 16 cell wall proteins, 15 glucanosyltransferases (part of them also enriched in the metabolic pathways), α-1,3-glucan synthase [*ags-1* (NCU08132)], all 5 *gel* transcripts (NCU08909, NCU07253, NCU01162, NCU06850 and NCU06781) and a chitin synthase [*chs-1* (NCU03611)]. 

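ags-1 had 33.8 ± 19.6 CPM (SD, n = 3) in the GUL-1-GFP pull-down and 4.45 ± 4.05 (SD, n = 2) in the input of the standard medium. Its log2FC was 2.89 (standard error 0.76) without and 3.19 (standard error 0.76) with Nikkomycin Z (adjusted p = 0.0101 and 0.0044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the wild-type its log2FC was 1.18 and -0.11, and neither passed. All 5 gel transcripts were GUL-1-bound in the standard medium and 4 of them with Nikkomycin Z. NCU08909 had a log2FC of 3.75 and 4.11, and NCU07253 of 4.75 and 3.61 (adjusted p between 5.13e-04 and 0.0016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCU06781, with no count in either input of the standard medium, was at least 97.6-fold higher in the pull-down there, and its log2FC with Nikkomycin Z was 6.56 (adjusted p = 5.65e-05 and 1.11e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCU06850 was at 0 in all 4 inputs and at least 4.37-fold and 3.44-fold higher in the pull-downs (adjusted p = 0.0139 and 0.0196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCU01162, also at 0 in the 4 inputs, was at least 1.99-fold higher in the standard medium (adjusted p = 0.0441) and at least 1.18-fold higher with Nikkomycin Z, where it did not pass (adjusted p = 0.0914 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). chs-1, with no input count in the standard medium, was at least 6.60-fold higher there (adjusted p = 0.0021), and its log2FC with Nikkomycin Z was 2.16 (adjusted p = 0.0611 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In pull-down over wild-type pull-down, 2 gel transcripts, NCU08909 and NCU06781, passed in each treatment, ags-1 passed with Nikkomycin Z, and chs-1 passed in neither.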

An association between GUL-1 and at least 17 circadian clock-associated transcripts was evident as well.

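The sets of GUL-1-bound transcripts of both treatments shared 754 transcripts, 508 were bound only under standard growth conditions, and 1822 were bound in at least one. Of the 754, 139 were also higher in GUL-1-GFP than in wild-type pull-down in each treatment. With each pull-down paired with its input, 448 transcripts were shared, and with the libraries of each comparison fitted alone 407 were shared with DESeq2 and 0 with edgeR, for which none was bound in the standard medium. Among the 46 transcripts that the paper names in statements on the immunoprecipitated RNA, 45 had a log2FC above 0 in each treatment. The median log2FC of all transcripts tested was 3.32 and 3.69, so a log2FC above 0 does not set the 45 apart. With the adjustment over all genes tested, 29 of the 46 passed in the standard medium and 24 with Nikkomycin Z; with the adjustment over these 46 alone, 34 and 32 passed, a list that the paper drew largely from its own calls on the same data.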

Regardless of the growth conditions tested, GUL-1 was found to associate with 828 common transcripts (Figure 2, Supplementary Table 4). These transcripts included the catalytic and regulatory subunits of glucan synthase, *fks-1* (NCU06871) and *rho-1* (NCU01484), respectively, as well as 3 components of the STRIPAK complex [*pp2A-A* (NCU00488), *ham-2* (NCU03727), *ham*-*3* (NCU08741) and *ham*-*4* (NCU00528)]. In addition, GUL-1 was found to interact with the MAPK-pathway related components *mik-1, so* (NCU02794), *mek-2* (NCU04612), and *mak-2* (NCU02393).

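fks-1 in the standard medium had 79.4 ± 53.9 CPM (SD, n = 3) in the pull-down and 10.3 ± 14.6 (SD, n = 2) in the input, of which replicate 1 was at 0. Its log2FC was 2.91 there and 2.43 with Nikkomycin Z, and the latter did not pass (adjusted p = 0.0387 and 0.0701 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For rho-1 the log2FC was 1.75, under the threshold of 2, and 2.00 with Nikkomycin Z (adjusted p = 0.0352 and 0.0165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 STRIPAK transcripts had no count in either input of the standard medium. There, pp2A-A was at least 3.32-fold, ham-2 at least 1.81-fold, ham-3 at least 2.72-fold and ham-4 at least 1.63-fold higher in the pull-down (adjusted p = 0.0042, 0.0172, 0.0066 and 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Nikkomycin Z, ham-2 and ham-4 were at least 1.80-fold and 1.34-fold higher over inputs at 0 (adjusted p = 0.0173 and 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC of pp2A-A and ham-3 was 2.17 and 2.40, and neither passed (adjusted p = 0.07 and 0.0633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the pull-downs of the strains none of these 6 transcripts passed both thresholds. There, rho-1 with Nikkomycin Z had a log2FC of 1.62 (adjusted p = 0.0249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the standard medium, pp2A-A, ham-2, ham-3 and ham-4 held 2.62, 1.425, 2.14 and 1.28 CPM in the GUL-1-GFP pull-down. The wild-type pull-down held 3.26, 2.17, 2.14 and 1.29, so that the calls of these 4 rest on the inputs at 0.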

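mik-1 had a log2FC of 4.38 in the standard medium and 3.21 with Nikkomycin Z (adjusted p = 0.0020 and 0.0066 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its input replicate 1 of the standard medium was at 0. so and mek-2, both with no count in the inputs of the standard medium, were at least 3.51-fold and 2.84-fold higher in the pull-down (adjusted p = 0.0042 and 0.0084 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their log2FC with Nikkomycin Z was 1.17 and 0.66, and neither passed (adjusted p = 0.279 and 0.565 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). mak-2, with input counts of 6 and 0, had a log2FC of 2.23 in the standard medium and 1.27 with Nikkomycin Z, and passed in neither (adjusted p = 0.109 and 0.293 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the comparison of pull-downs with Nikkomycin Z, mik-1 was higher in GUL-1-GFP by a log2FC of 3.72 (adjusted p = 4.60e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).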

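With Nikkomycin Z, 560 transcripts were GUL-1-bound that were not in the standard medium. Their median log2FC in the standard medium was 1.37, and 164 of them had a log2FC above 2 there without being GUL-1-bound. The difference in log2FC between treatments was significant for 1 of the 560, NCU09089.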

The Nikkomycin-Z-challenged growth condition was characterized by 1,800 unique GUL-1-associated transcripts (Figure 2, Supplementary Figure 1, Supplementary Table 4). 

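lah-2 had 36.3 ± 3.31 CPM (SD, n = 3) in the GUL-1-GFP pull-down with Nikkomycin Z and 8.24 ± 6.13 (SD, n = 2) in the input. Its log2FC was 2.14 with and 1.98 without Nikkomycin Z, and neither passed (adjusted p = 0.0782 and 0.103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). cot-1, with no count in either input with Nikkomycin Z, was at least 4.93-fold higher in the pull-down (adjusted p = 0.0035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the standard medium, where its inputs had 0 and 8 counts, its log2FC was 1.98 (adjusted p = 0.119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC of myo-5 was 1.06 with and 0.67 without Nikkomycin Z (adjusted p = 0.188 and 0.395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). spz-1 was GUL-1-bound in both treatments, with a log2FC of 4.57 with and 3.47 without Nikkomycin Z (adjusted p = 6.44e-05 and 9.55e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also higher in GUL-1-GFP than in wild-type pull-down, by a log2FC of 4.10 with and 3.30 without Nikkomycin Z (adjusted p = 7.73e-06 and 1.25e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 4 transcripts passed the test of the difference between treatments.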

In this case, GUL-1 was found to interact with several cell-wall remodeling gene transcripts, as well as components of a recently described Spitzenkörper scaffold [*lah-2* (NCU02793) and *cot-1*] and their motor and cargo adaptor-encoding transcripts [*myo-5* (NCU01440) and *spz-1* (NCU02049), respectively). We found an enrichment of several CWI [*mek-1, mak-1*, and *pp-1* (NCU00430)] and osmoregulatory response [*os-4* (NCU03071) and *os-5* (NCU00587)] pathway transcripts and at least 7 ER related transcripts were identified. 

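mek-1 was GUL-1-bound in both treatments, with a log2FC of 2.74 with Nikkomycin Z and 2.32 in the standard medium (adjusted p = 0.0108 and 0.0310 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). mak-1, at 0 in both inputs with Nikkomycin Z, was at least 5.85-fold higher in the pull-down (adjusted p = 7.90e-04), and in the standard medium, with input counts of 0 and 10, its log2FC was 1.28 (adjusted p = 0.236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). pp-1, at 0 in the same inputs, was at least 6.04-fold higher (adjusted p = 0.0014), and it was also GUL-1-bound in the standard medium, with a log2FC of 2.83 over inputs of 0 and 4 counts (adjusted p = 0.0381 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). os-5 was at 0 in all 4 inputs and at least 1.67-fold higher with and 1.59-fold higher without Nikkomycin Z (adjusted p = 0.0121 and 0.0131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For os-4 the log2FC was 1.80 with and 1.04 without Nikkomycin Z, and it passed in neither (adjusted p = 0.129 and 0.366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No transcript among these 5 was higher in GUL-1-GFP than in wild-type pull-down at the adjusted threshold.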

Circadian clock components, such as *frq* (NCU02265), *fwd-1* (NCU04540), and *ve-1* (NCU01731), were also identified under these growth conditions.

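With Nikkomycin Z, frq had 7.79 ± 0.624 CPM (SD, n = 3) in the GUL-1-GFP pull-down and 4.80 ± 1.32 (SD, n = 2) in the input. The log2FC was 0.69 for frq, 1.19 for fwd-1 and 1.66 for ve-1, and none passed (adjusted p = 0.477, 0.222 and 0.125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the standard medium it was 1.24, 1.96 and 1.61 (adjusted p = 0.232, 0.0745 and 0.176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the comparison of pull-downs none of the 3 passed in either treatment.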

Among the mRNA species that exhibited a complete match or single mismatch to the yeast 5′-UTR motif, only about half were found to bind to GUL-1 (Supplementary Table 3). 

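From Supplementary Table 3, 363 genes with the complete motif or 1 mismatch were read, of which 316 were tested. The paper's text gives a larger number of transcripts with the motif, so the tests here may not cover its whole list. Of these 316, 116 (36.7%) were GUL-1-bound in at least one treatment, against 1706 of 6798 other genes tested (25.1%). The odds ratio was 1.73 (Fisher's exact test, two-sided, p = 8.89e-06, and 4.89e-05 after Benjamini-Hochberg adjustment over the 11 tests of gene sets). Among the 13 genes with the complete motif, 5 were GUL-1-bound (38.5%, exact p = 0.338 and 0.372 adjusted). The share higher in GUL-1-GFP than in wild-type pull-down in at least one treatment was 15.2% of the motif genes and 6.06% of the others (odds ratio 2.78, exact p = 2.51e-08 and 2.76e-07 adjusted). Median abundance in the wild-type libraries was a log2 of -0.318 CPM for the motif genes, against -0.613 for all genes tested. It was 0.15 and 0.155 for the GUL-1-bound transcripts of each treatment, against -1.013 for those bound in neither. The comparisons of motif genes were not matched for abundance. The transcript of ghx-2 was higher in the GUL-1-GFP pull-down than in the input by a log2FC of 7.76 in the standard medium and 8.26 with Nikkomycin Z (adjusted p = 6.84e-05 and 2.48e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For gh17-2 the log2FC was 0.37 and 0.32 (adjusted p = 0.759 and 0.784 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over inputs of no more than 9 counts. With each comparison fitted alone, the log2FC of gh17-2 with Nikkomycin Z had the opposite sign, at -0.13 with edgeR and -0.26 with DESeq2, and with total counts as library sizes gh17-2 passed in the standard medium, at 3.74.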

Nonetheless, several alternative unique and significantly enriched potential UTR motifs were found (Supplementary Figure 2). To what extent these motifs are necessary or sufficient for GUL-1-mRNA binding has yet to be determined. Taken together, our results show that GUL-1 has RNA binding capabilities and can associate with a broad range of mRNAs. Furthermore, they suggest that GUL-1 may have auto-regulatory attributes, based on its ability to bind its own mRNA.

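The transcript of gul-1 (NCU01197) had 371 ± 240 CPM (SD, n = 3) in the GUL-1-GFP pull-down of the standard medium and 78.2 ± 64.9 (SD, n = 2) in the input. With Nikkomycin Z the values were 658 ± 133 (SD, n = 3) and 114 ± 12.5 (SD, n = 2). The log2FC of pull-down over input was 2.25 (standard error 0.81) in the standard medium, which did not pass, and 2.53 (standard error 0.82) with Nikkomycin Z (adjusted p = 0.0513 and 0.0314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the wild-type it was 1.52 and 0.78, and neither passed. The strains also differed before the pull-down. The GUL-1-GFP input was above the wild-type input by a log2FC of 4.08 and 6.02 (adjusted p = 0.0215 and 3.91e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the pull-downs the log2FC was 4.81 and 7.76 (adjusted p = 1.41e-04 and 1.86e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper lists the tagged strain with gul-1-GFP under the Pccg1 promoter, so that its gul-1 counts may include transcript of that construct. As the inputs differ too, the difference between the pull-downs does not by itself measure binding of gul-1. The interaction of strain and fraction was not significant for gul-1 in either treatment, with a log2 difference of 0.73 and 1.75 (adjusted p = 0.858 and 0.290 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the standard medium gul-1 passed under 6 of the 14 alternative fits, among them DESeq2's test on the 22 libraries and the fit without GUL-1-GFP pull-down replicate 1.

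**Figure D3:**
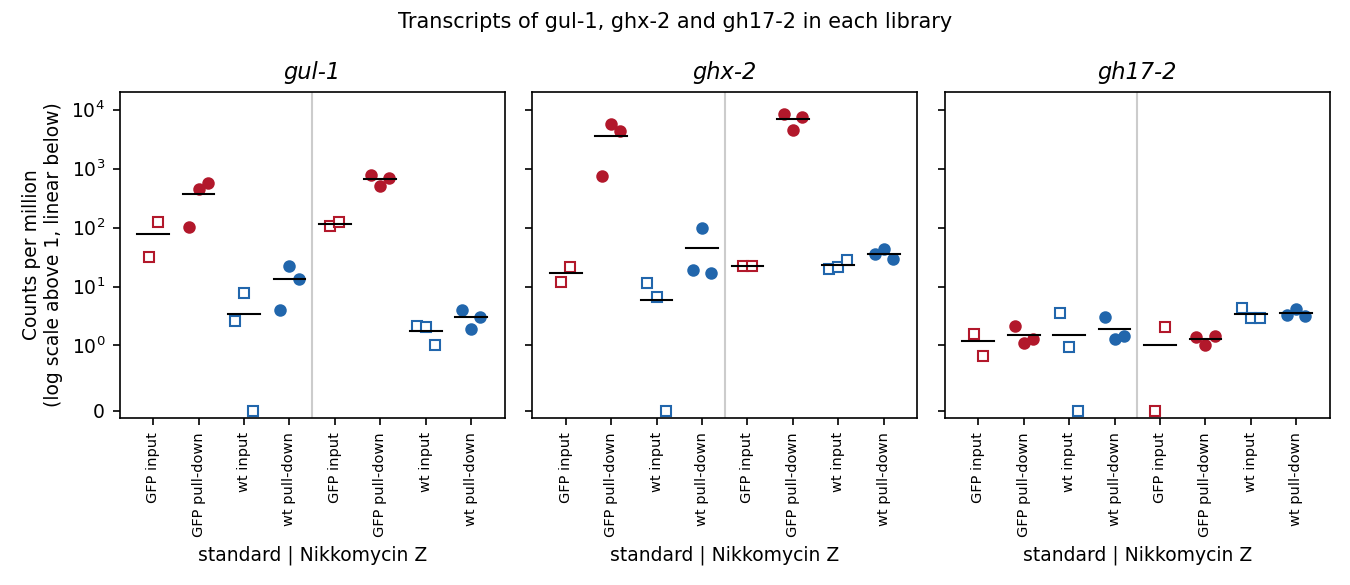
CPM (log scale above 1, linear below) of gul-1, ghx-2 and gh17-2 in each of the 22 libraries; filled circles are pull-downs, open squares inputs, red GUL-1-GFP (GFP), blue wild-type (wt), and black lines group means. The mean of gul-1 in the GUL-1-GFP inputs is 78.2 and 114, against 3.46 and 1.75 in the wild-type inputs.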

### GUL-1 Protein Interactions

To identify potential GUL-1 interacting proteins, we used protein immunoprecipitation analysis coupled with mass spectrometry. Results were compared to a control strain expressing only the GFP tag (both regulated by the same Pccg1 promotor). Results show that under standard growth conditions, GUL-1 associates with over 100 different proteins (Figure 3A, Supplementary Table 5). Forty-two of these (cluster II) were found to significantly interact with GUL-1 only under standard growth conditions (Figure 3B). Among them, we identified SG proteins such as PAB (NCU04799), PUB (NCU07874), and 40S and the cell-wall remodeling glycosyl-hydrolase GH13-9 (NCU05429). Another RBP, JSN-1 (NCU06199), was also identified under these conditions. The major functional networks enriched under these conditions were ribosomal-related and those involved in primary and secondary metabolism (Figure 3).

**Figure 3:**
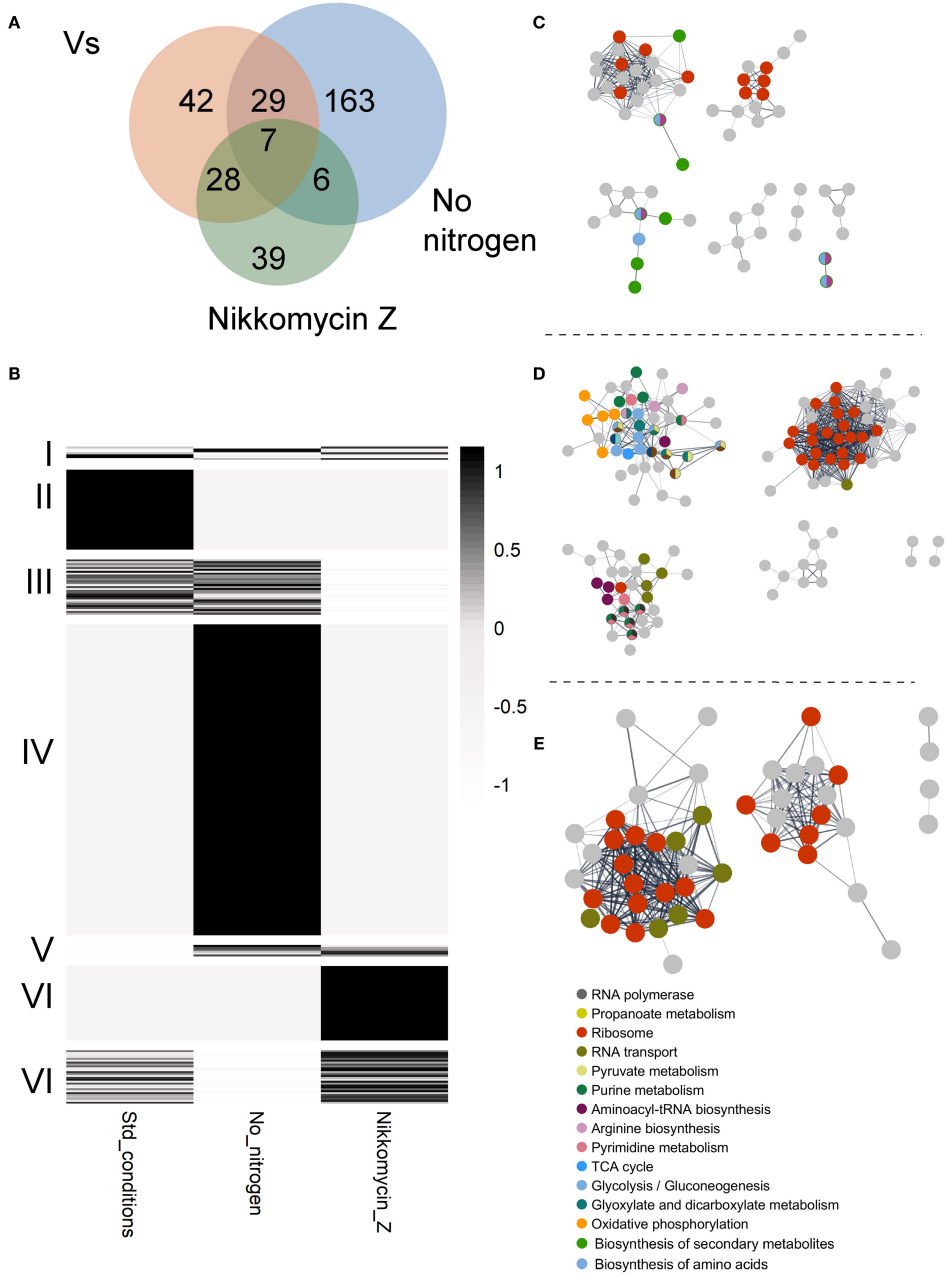
GUL-1 interacts with multiple proteins. **(A)** VENN diagram of specific or shared enriched proteins, associated with the tested treatments. **(B)** A heatmap presenting the average scaled (*z*-score) enrichment, by –log_10_ *P*-value of GUL1 co-immunoprecipitation proteins. The enriched proteins were annotated based on KEGG categories. The proteins were clustered by (I) enrichment for all three treatments, (II) exclusive enrichment in GUL-1 under standard growth conditions, (III) enrichment in both GUL-1 and GUL-1 no nitrogen growth conditions, (IV) enrichment unique to GUL-1 with no nitrogen, (V) shared enrichment between GUL-1 no nitrogen and GUL-1 +Nikkomycin Z growth conditions, (VI) unique enrichment for GUL-1 +Nikkomycin Z, and (VIII) shared enrichment between GUL-1 and GUL-1 + Nikkomycin Z growth conditions. Non-significant observations (*P* > 0.05) were adjusted to 0, to emphasize enriched values. STRING-predicted protein-protein association is presented for enriched proteins of **(C)** GUL-1, **(D)** GUL-1 with no nitrogen, and **(E)** GUL-1 + Nikkomycin Z. Nodes represent enriched proteins, while edges mark predicted associations. Only connected nodes are displayed. The networks were all clustered by GLay community structure algorithms for network clustering. Colored nodes indicate STRING KEGG pathway enrichment. Labeled pathways are at the highest available clustering level (i.e., “Metabolic pathway” or “Carbohydrate metabolism” are redundant when “Glycolysis” pathway is enriched). The full list of enriched categories can be found Supplementary Table 5.

We also analyzed changes in the presence of different GUL-1-interacting proteins when the fungus was cultured under stress conditions (nitrogen-limiting conditions, and in the presence of Nikkomycin Z). Interestingly, under all the conditions tested, only a limited, 7-member (cluster I), reoccurring core of GUL-1 associated proteins was observed, and none of whose components appeared to be directly related to stress (Figures 3A,B). Two notable members of the core assembly were another RBP—VTS-1 (NCU00311)—and a C2H2-type zinc-finger domain transcription factor (NCU07952). When nitrogen-limiting conditions were imposed, 205 proteins co-immunoprecipitated with GUL-1. 163 proteins (cluster IV) were unique to these conditions and included several SG proteins (e.g., 11 different 40S subunit proteins). Members of all three MAPK pathways (MAK-1, MAK-2 (NCU02393) and OS-4) as well as the COT-1 and STRIPAK complexes component PP2A [PPH-1 (NCU06630); Yatzkan et al., 1998] were also identified in this treatment analysis. An enrichment of genetic information processing and metabolic pathways included 17 distinct functional groups. Among them, significant enrichment was found in purine metabolism, ribosome, and RNA transport (e.g., eIF3, 4, and 5) networks.

When the fungus was challenged with a CWI pathway-related stress (Nikkomycin Z), 80 proteins were shown to significantly interact with GUL-1. Among them only 39 (cluster VI) were found to specifically interact with GUL-1 in the presence of the antifungal compound (Figure 3, Supplementary Table 5). These 39 included 5 different eIF3, 13 60S, and 2 40S subunit proteins, all of which are considered to be SG components. Another RBP—SCP-160 (NCU03897)—was also found to interact with GUL-1, exclusively in the presence of Nikkomycin Z. Overall, two different pathways were found to be enriched: Ribosomal-related proteins and RNA transport. These two pathways were also enriched under nitrogen limitation.

Taken together, under the stress conditions tested, beyond the core GUL-1 interacting proteins, we identified an additional set of 6 common GUL-1 interacting proteins (cluster V), including a transcription elongation factor (NCU02563), and eIF3G (NCU08046).

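Supplementary Table 5 gives 107 proteins with a p under 0.05 and a difference from the GFP control under -1 in the standard medium. Of their mRNAs, 26 (24.3%) were GUL-1-bound, against 388 of the 1872 other proteins of the table (20.7%). The odds ratio was 1.23 (Fisher's exact test, two-sided, p = 0.392, and 0.392 after Benjamini-Hochberg adjustment over the 11 tests of gene sets).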

When comparing the physical association of GUL-1 with mRNAs and proteins, we observed that under standard growth conditions GUL-1 associated with only 18 common RNA/protein species (Figure 4, Supplementary Table 5). These associations included RBPs such as PUB and VTS-1. 

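The transcript of pub had a log2FC of 2.94 in the standard medium, over input counts of 0 and 10, and of 2.15 with Nikkomycin Z, which did not pass (adjusted p = 0.0216 and 0.0573 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). vts-1 was GUL-1-bound in both treatments, with a log2FC of 5.63 and 5.62 (adjusted p = 4.21e-04 and 1.61e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its input counts were 4 and 0 in the standard medium. Between the pull-downs of the strains, vts-1 was higher in GUL-1-GFP by a log2FC of 2.70 and 3.94 (adjusted p = 0.0111 and 2.18e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).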

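With Nikkomycin Z, the mRNAs of 26 of the 81 proteins with a p under 0.05 and a difference under -1 in Supplementary Table 5 were GUL-1-bound (32.1%), against 381 of 1898 other proteins of the table (20.1%). The odds ratio was 1.88 (Fisher's exact test, two-sided, p = 0.0114, and 0.0179 adjusted over the tests of gene sets). With DESeq2's test on the 22 libraries the number was 40. The difference did not hold under all alternatives: Fisher's exact test gave an unadjusted p of 0.0627 with TMMwsp, 0.0611 without the 10 highest features, 0.0812 with total counts and 0.475 among at least 10 input counts (where transcripts with a high ratio are removed by construction), and under 0.05 with the other 8; with single libraries left out it was under 0.05 in 7 of 9 fits.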

In the presence of Nikkomycin Z, we found that 46 of the 81 proteins bound to GUL-1 had corresponding mRNAs that were identified as associated with the RBP. A large number of them were involved in the translation machinery.

**Figure 4:**
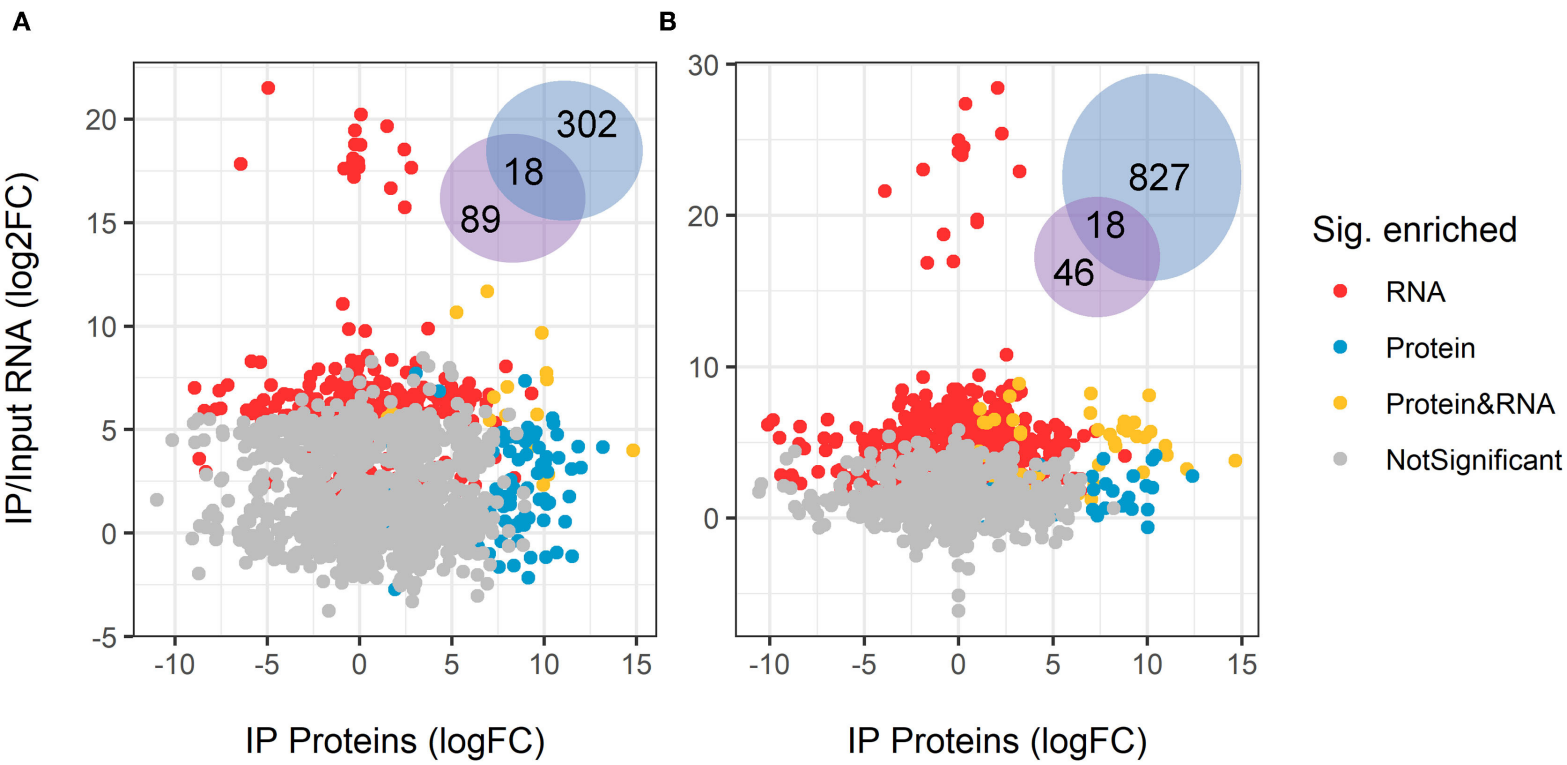
Overlap between enriched GUL-1-immunoprecipitated RNA transcripts and proteins. The log_2_ fold-change of GFP-GUL-1 IP proteins was compared to the enriched RIP RNAseq in **(A)** standard growth conditions (Vs), and **(B)** Nikkomycin Z treatments. No correlation was found for the protein profile and the RNASeq enrichment. Only matching pairs of proteins and RNA transcripts are displayed, when both were detected in the subsequent analysis. The Venn diagram shows the number of shared and uniquely enriched genes or proteins.

### GUL-1 Can Associate With the ER

Stress conditions have been shown to increase the incidence of GUL-1 association with the peri-nuclear regions (Herold et al., 2019). As the nuclear envelope was found to be a specialized region of the ER (Newport and Forbes, 1987; Fernández-Ábalos et al., 1998; Prinz et al., 2000; Wedlich-Söldner et al., 2002; Bowman et al., 2009), we probed the possibility that GUL-1 can be localized to this cellular component. To do so, we analyzed the co-localization of GUL-1-GFP and an ER marker - ds-RED-NCA-1 (Bowman et al., 2011). Under standard growth conditions, only about 2 GUL-1-GFP aggregates were observed, on average, in each hyphal segment (Figure 5). Most of these were dispersed in the cytoplasm, while ds-RED-NCA-1 was uniformly distributed around the nuclei. Co-localization of the two tagged proteins in cultures grown under these conditions was rare. In contrast, when nitrogen starvation was imposed, we found ~4-fold more GUL-1 aggregates in each hyphal segment—mostly associated with ER elements (>75%; Figure 5B). A similar trend (_~_65%) was observed when cultures were grown in the presence of Nikkomycin Z (Figure 5B). The increase of GUL-1 interaction with the ER during stress conditions further supports a role in translational regulation during adaptation to environmental challenges.

**Figure 5:**
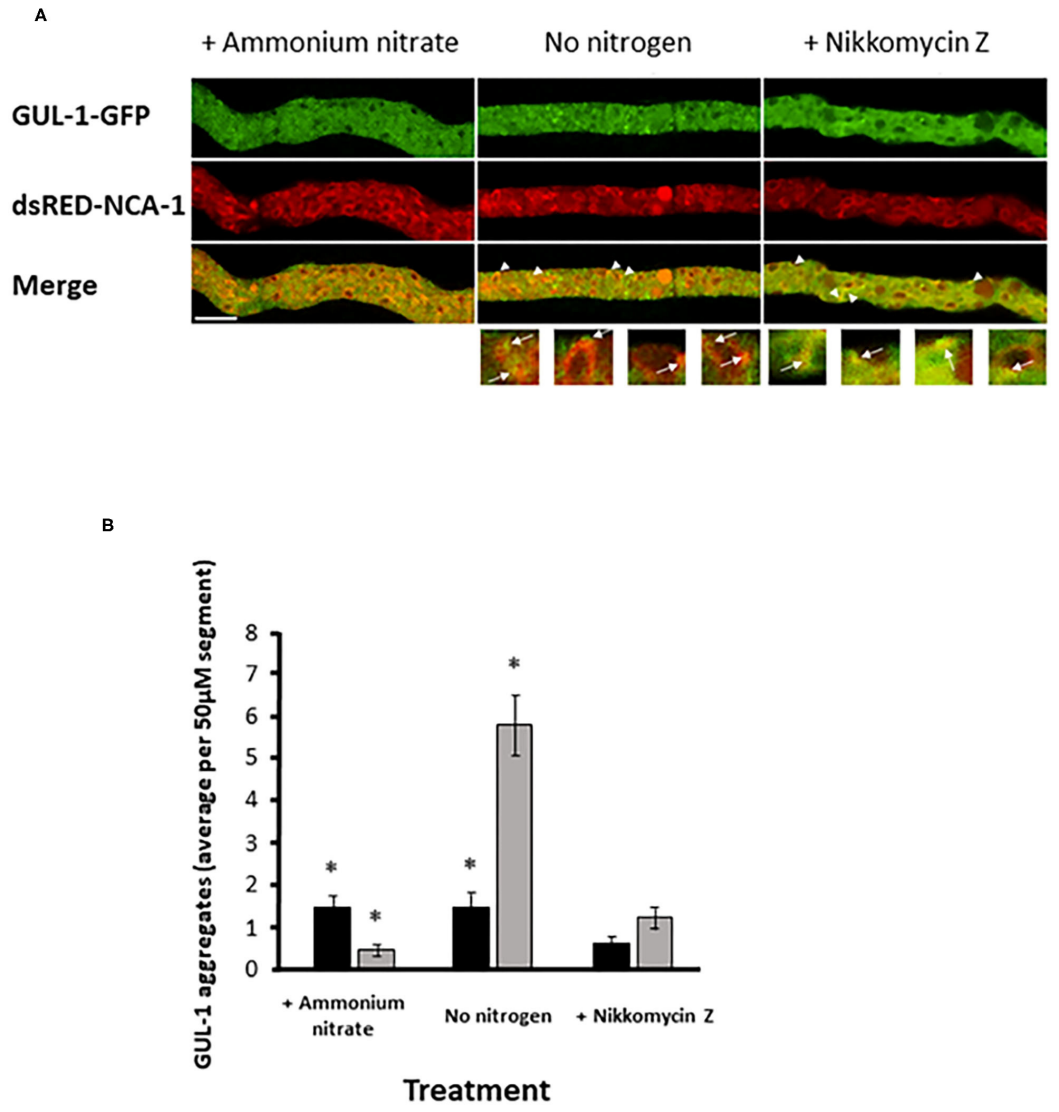
Increase in GUL-1-GFP localization to the ER during stress conditions. GUL-1-GFP aggregates and dsRED-NCA-1 do not appear to co-localize when the fungus is cultured under standard growth conditions (panel **A**, left). When cultures are deprived of nitrogen or exposed to Nikkomycin Z some of the GUL-1-GFP aggregates co-localize with dsRED-NCA-1 (panel **A**; arrowheads and arrows indicate the position of GUL-1-GFP aggregates localized in the ER). Scale bars: 10 μm. **(B)** The number of NCA-1-associated GUL-1-GFP aggregates was determined in hyphal segments of cultures grown in the presence and absence of nitrogen, and also in the presence of Nikkomycin Z (*n* = 30, 24, and 18), Bars indicate standard error. Asterisks indicate significant differences as determined by Student's t-text (*p* ≤ 0.05).

### GUL-1 Is Involved in the CWI Pathway

As GUL-1 physically interacts with CWI MAPK pathway components, we examined the consequences on this pathway of eliminating *gul-1*. First, we analyzed the phospho-activation pattern of the MAK-1 protein in the wild-type and in Δ*gul-1* backgrounds under standard growth conditions and in the presence of Nikkomycin Z. In the Δ*gul-1* mutant, the phosphorylation level of MAK-1 was lower than the basal level observed in the wild-type (Figure 6A). Under stress conditions, an expected marked increase in the abundance of phopho-MAK-1 was observed in the wild-type. In contrast, no significant change in phospho-MAK-1 levels were observed after stress was imposed on the Δ*gul-1* culture. We concluded that one of the consequences of inactivation of *gul-1* is compromised function of the CWI pathway in response to stress.

**Figure 6:**
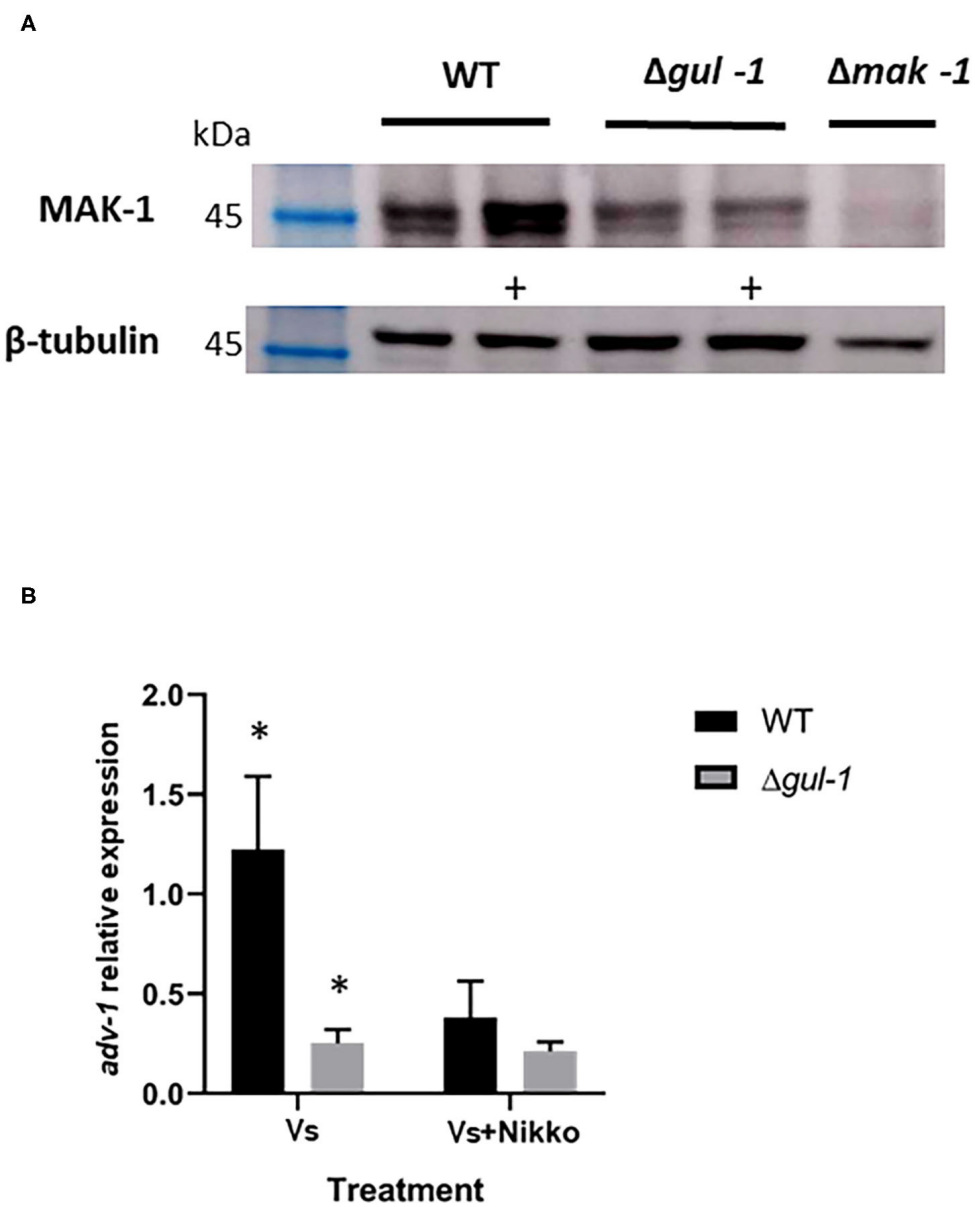
GUL-1 is involved in regulation of the CWI pathway. **(A)** Phosphorylation states of MAK-1 (45 kDa), as determined by probing with anti-phospho p44/42 antibodies, in the wild-type, Δ*gul-1*, and Δ*mak-1* strains under standard growth conditions and 1 h following medium amendment with the chitin synthase inhibitor Nikkomycin Z 10^−5^ M (marked +). β-tubulin (50 kDa) was used as a reference protein. **(B)** Expression profiles of *adv-1* in the wild-type and Δ*gul-1* strains as determined by RT PCR under standard growth conditions and 1 h following medium amendment with Nikkomycin Z (10^−5^ M). The relative expression level of the gene was analyzed by the 2^−ΔCt^ method with the β-tubulin gene as the internal control for normalization (*n* = 3), bars indicate ±1.96 SE (confidence interval of 95%). Asterisks indicate significant differences as determined by Student's *t*-text (*p* ≤ 0.05).

Part of the function of MAK-1 is mediated by the transcription factor ADV-1 (Jonkers et al., 2014; Dekhang et al., 2017; Fischer et al., 2018). We examined the possible effect of deleting *gul-1* on *adv-1* transcription, using RT PCR. Under both standard and Nikkomycin Z stress conditions, expression levels of *adv-1* in the mutant were markedly lower than those measured in the wild-type (Figure 6B). Moreover, under stress conditions, the normal reduction in *adv-1* expression was negligible. These results establish that GUL-1 affects activity of the CWI pathway at different levels and that GUL-1, along with MAK-1, function together in the regulation of cell wall remodeling machinery.

## Discussion

Maintaining polarity is essential for proper hyphal growth and development in filamentous fungi (Riquelme et al., 2011). The process of establishing polarity is highly regulated and involves changes in gene expression, mRNA abundance and localization as well as protein distribution and modifications (Bornens, 2008; Mellman and Nelson, 2008; Holt and Bullock, 2009; Heym and Niessing, 2012; Wang et al., 2019; Kwon et al., 2020). At least part of the post-transcriptional regulatory events involve RBPs, which play critical roles in mRNA processing and fate, such as localization, translation, nuclear export, decay, and gene transcription (Chartrand et al., 2001; Oeffinger et al., 2007; Goler-Baron et al., 2008; Zarnack and Feldbrügge, 2010).

In this study, we have demonstrated that GUL-1 is a bona fide RBP that can bind many different RNA species, including its own mRNA transcript. This autoregulation is in line with that observed for many RBPs (Steinmetz et al., 2001; Roth et al., 2005; Alon, 2007; Hogan et al., 2008), including Ssd1, which binds its own mRNA in a Mg^2+^-dependent manner (Hogan et al., 2008). We showed that GUL-1 can associate with over 2,500 RNAs, implying involvement in diverse processes associated with fungal development (Figure 2). In yeasts, the repertoire of mRNAs bound to Ssd1 represented ~2.5% of the genome. 

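The 1262 transcripts that were GUL-1-bound under standard growth conditions made up 11.9% of the 10592 features of the count table, and the 1314 with Nikkomycin Z made up 12.4%. No count was found in any library for 1830 of these features.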

The number of mRNAs bound to the *N. crassa* RBP under standard growth conditions was about 10-fold higher, corresponding to about 10% of the *N. crassa* transcriptome. This fraction was even higher under stress conditions. These results can be at least partly understood as a consequence of the higher complexity and regulation of growth and development of a filamentous fungus.

While identification of the mRNA species that can be bound to GUL-1 was carried out in this study, the mechanistic nature of the physical interactions between GUL-1 and different mRNAs has yet to be resolved. It is likely that at least some of the interactions mentioned throughout this study may be mediated via additional proteins (RBPs and others) that, themselves, interact with GUL-1. Furthermore, it is possible that the GFP tag associated with GUL-1 may have affected some of the kinetics of RNA binding via a change in GUL-1 folding, the GFP tag or the combined chimeric structure.

The number of *N. crassa* genes that contain the RBP-binding motifs which are similar to the *S. cerevisiae* and *S. pombe* consensus sequences (Hogan et al., 2008; Wanless et al., 2014; Nuñez et al., 2016) is limited. This limited overlap of motifs implies that additional, yet unidentified, motifs are key for the mRNA-protein interactions in the filamentous fungus (Supplementary Figure 2). Future analyses will be employed to determine the actual sequence/structural basis for the binding observed here.

As GUL-1 has been previously shown to be involved in cell wall remodeling, it was not surprising to find that many RNAs involved in cell wall biosynthesis and maintenance were found to be associated with this RBP. Ssd1 was also shown to associate with cell wall-related mRNAs, some of which encode proteins that are similar to those bound by GUL-1 [e.g., SUN4 (45% identity to NCU02668), SIM1 (42% identity to NCU002668), and UTH (42% identity to NCU02668) (Hogan et al., 2008; Jansen et al., 2009)].

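NCU02668 had 1395 ± 869 CPM (SD, n = 3) in the GUL-1-GFP pull-down of the standard medium and 15.5 ± 3.52 (SD, n = 2) in the input. Its log2FC was 6.49 there and 7.10 with Nikkomycin Z (adjusted p = 8.82e-05 and 3.04e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the wild-type the log2FC was 0.90 and 0.25, and neither passed. Between the pull-downs it was 5.73 and 7.15 (adjusted p = 2.22e-05 and 2.02e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).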

GUL-1 is a component of the COT-1 pathway. One of the developmental regulatory modules suggested to interact with the COT-1 pathway is the STRIPAK complex (Kück et al., 2019), as has been described for STRIPAK-NDR kinase interactions in additional systems (Duhart and Raftery, 2020). While in *Podospora anseria* GUL-1 is not an integral subunit of STRIPAK, it has been shown to be one of the numerous STRIPAK phosphorylation targets (Stein et al., 2020). Here, we have found that GUL-1 can bind mRNAs that encode components of the STRIPAK complex, providing a novel facet of COT-1-STRIPAK interactions. A functional link between the complexes is further supported by the association of both GUL-1 and STRIPAK with components of the MAK-1 pathway and the localization of STRIPAK and GUL-1 to the nuclear envelope (Dettmann et al., 2013; Herold et al., 2019).

In this study, we found over 1,500 mRNAs whose association with GUL-1 was unique to cultures grown in the presence of Nikkomycin Z. Under these conditions, GUL-1 was found to bind the *cot-1* mRNA and additional Spitzenkörper scaffold-related mRNAs (Ramírez-del Villar et al., 2019; Zheng et al., 2020). This binding is consistent with previous observations that when GUL-1 is more abundant and apparently active, it functions as a negative regulator of COT-1 (which can be found in the Spitzenkörper), which inactivates the RBP by phosphorylation, as demonstrated in the yeast system (Jorgensen et al., 2002; Kurischko et al., 2005; Jansen et al., 2009; Kurischko and Broach, 2017). The changes in mRNA binding under different conditions can be attributed to (i) environmental cues that alter the native transcriptional response and concomitant changes in mRNA abundance, (ii) stress-related modification of GUL-1 binding efficacy (Grammatikakis et al., 2017), and (iii) alterations in the overall RBPome whose members are either recruited or become less active (Garcia-Moreno et al., 2019).

The increased aggregation of GUL-1 under stress conditions and its movement along cytoskeletal elements is also reflected in the profile of mRNAs associated with the RBP. These associations include mRNAs that are related to endosomes and trafficking (Kwon et al., 2020), consistent with the endosome-associated function of some RBPs—including the *P. anserina* GUL-1 (Baumann et al., 2012; Kwon et al., 2020; Stein et al., 2020).

GUL-1 can also physically interact with an array of proteins, among them a large number of members of the translation machinery and RBPs. As expected, GUL-1 was found to associate with two RBPs that are part of the SGs complex: PAB-1 and PUB-1, even though in yeast this interaction was detected only under stress conditions (Kurischko et al., 2011; Hogan et al., 2015; Kurischko and Broach, 2017). GUL-1 also associates with proteins involved in development, such as SNF-5 (NCU02076), a component of the RAM network in *C. albicans* (Finkel et al., 2012) and in *N. crassa* cell fusion (Fu et al., 2014) and VSD-9 (NCU07952) whose absence confers defects in sexual development (Carrillo et al., 2017). Some of the proteins detected represent the networks which we have previously identified to be altered at the transcriptional level as influenced by the presence or absence of *gul-1* (Herold et al., 2019). The association of proteins with GUL-1 is dependent, at least in part, on the culture conditions. For example, the core of GUL-1 interacting proteins appears to be expanded from 7 (under standard growth conditions) to a common 13 when stress is imposed.

One of the apparent core GUL-1 complex components is the posttranscriptional RBP VTS-1, whose mRNA is also bound by GUL-1. The yeast Vts1 has been shown to be involved in mRNA decay and repression (Aviv et al., 2003; Rendl et al., 2008, 2012; She et al., 2017). In *N. crassa vts-1* appears to be essential (Colot et al., 2006).

Under Nikkomycin Z stress conditions GUL-1 had exclusive associations with the SCP-160 RBP and its mRNA. This RBP functions as a negative regulator of PBs formation at the ER and, by that, enhances elongation efficiency (Hirschmann et al., 2014; Weidner et al., 2014). This enhancement is in line with our observation of the physical interaction between GUL-1 and the ER, along with the diverse set of mRNAs encoding ER-related proteins that bind to GUL-1.

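The transcript of scp-160 had a log2FC in GUL-1-GFP pull-down over input of 1.06 with Nikkomycin Z and 2.05 in the standard medium, and passed in neither (adjusted p = 0.368 and 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the pull-downs with Nikkomycin Z it was higher in GUL-1-GFP, by a log2FC of 2.48 (adjusted p = 0.0277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That log2FC was -0.27 in the standard medium, and it did not pass. With Nikkomycin Z the inputs also differed, at a mean of 4.56 CPM in GUL-1-GFP (n = 2) and 1.60 in the wild-type (n = 3). A difference in expression between the strains is therefore not ruled out for scp-160.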

The physical interactions between GUL-1 and other RBPs, as found in this study, are consistent with associations that have been previously described in fungi as well as higher eukaryotes (e.g., Sesma, 2016; Zhang et al., 2018). The possibility for both unique and overlapping functions of different RBPs that reside in a single complex has been demonstrated in the case of the *U. maydis* Grp1 and Rrm4 RBPs (Olgeiser et al., 2019). Such a redundancy provides an explanation for why deletion of *gul-1*—in spite of its apparent core role in binding multiple mRNAs—does not result in a severe growth or developmental phenotype. Identification of GUL-1-functionally overlapping RBPs will provide the possibility for further analysis of the RNA and protein – GUL-1 interactome. Such analyses can further validate the mechanistic significance of RNAs and proteins that we have found to interact with GUL-1. Such further analysis would also include assays to distinguish between direct GUL-1 binding proteins and those which interact with GUL-1 via an intermediate. These can potentially include other proteins which are part of the GUL-1 complex, those which are involved in GUL-1 modification or RNA species that are bound to GUL-1 and can act as a scaffold to which additional proteins are attached.

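Among the transcripts of 7 eIF3 subunits (NCU00040, NCU05889, NCU01021, NCU08046, NCU07929, NCU09707 and NCU02813), 5 were GUL-1-bound in the standard medium, 4 with Nikkomycin Z and 3 in both. NCU00040 had a log2FC of 3.36 in the standard medium, over input counts of 0 and 12 (adjusted p = 0.0189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCU05889, at 0 in both inputs with Nikkomycin Z, was at least 3.59-fold higher in that pull-down (adjusted p = 0.0038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 transcripts bound in both treatments, NCU08046, NCU07929 and NCU02813, were at 0 in all 4 inputs. In the standard medium they held 1.78, 1.78 and 3.22 CPM in the GUL-1-GFP pull-down, against 1.61, 2.175 and 2.54 in the wild-type pull-down. With Nikkomycin Z these values were 1.36, 1.29 and 3.85, against 1.18, 1.37 and 0.926. Over the inputs, NCU02813 was at least 4.08-fold and 5.45-fold higher in the pull-downs (adjusted p = 0.0131 and 0.0073 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCU00040 was the only one of the 7 that was higher in GUL-1-GFP than in wild-type pull-down, with Nikkomycin Z, by a log2FC of 3.45 (adjusted p = 0.0039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its inputs also differed there, at a mean of 4.37 CPM in GUL-1-GFP (n = 2) and 0.962 in the wild-type (n = 3). A difference in expression between the strains is therefore not ruled out for it.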

Seven eIF3 subunits (corresponding to NCU00040, NCU05889, NCU01021, NCU08046, NCU07929, NCU09707, and NCU02813) were found to co-immunoprecipitate with GUL-1 as along with some of their mRNAs. The eIF3 plays critical roles in translation (Smith et al., 2013; Merrick and Pavitt, 2018). The association of GUL-1 with eIFs is consistent with its known interaction with a number of SG and PB proteins that have been linked with stress (Ivanov et al., 2019). This association supports our previous suggestions concerning the nature of the GUL-1 aggregates (Herold et al., 2019). Based on the function of PBs and SGs, as determined in other systems and in our current findings, we propose that GUL-1 plays a role in translational repression.

GUL-1 was found to interact with the representatives (mRNAs and the proteins) of all 3 MAPK pathways. This interaction implies that GUL-1 may link functions of distinct pathways in *N. crassa*. We have shown that GUL-1 affects the phospho-activation pattern of MAK-1, and have thus concluded that one of the consequences of inactivation of *gul-1* is compromised function of the CWI pathway in response to stress. One possibility is that the reduced levels of phospho-MAK-1 are a consequence of reduced abundance of the kinase in a Δ*gul-1* background. Another possibility is that MAK-1 turnover is more rapid in a Δ*gul-1* strain. As phosphorylation of MAK-1 requires the cell-wall protein sensors WSC-1 (NCU06910), HAM-7 (NCU00881) (Maddi et al., 2012)—and proper function of various genes such as *mik-1, mek-1, nrc-1, ham-6, mob-3, ham-3* (Maddi et al., 2012; Leeder et al., 2013; Fu et al., 2014; Teichert et al., 2014)—it is possible that GUL-1 is involved in their regulation as well. 

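wsc-1 had 180 ± 48.7 CPM (SD, n = 3) in the GUL-1-GFP pull-down of the standard medium and 14.2 ± 2.71 (SD, n = 2) in the input. Its log2FC was 3.66 there and 4.49 with Nikkomycin Z (adjusted p = 0.0016 and 2.05e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.40 and 3.31 between the pull-downs of the strains. The log2FC of ham-7 was -0.64 and -0.28 (adjusted p = 0.653 and 0.865 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library sizes taken from total counts its direction was the opposite, at 3.35 and 2.33, and with Nikkomycin Z it was also positive with DESeq2's test on the 22 libraries, at 0.41, and with pull-downs paired with inputs, at 0.36.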

As the majority of transcripts of these genes are bound by GUL-1, some of this regulation is likely to be direct. Alternatively, there may be a reduction in the abundance of the upstream kinase, MEK-1, as a result of GUL-1 inactivation or an increase in the activity of the opposing phosphatase. Interestingly, in contrast to our observations on the reduced levels of phosphorylated MAK-1 in *N. crassa* in the Δ*gul-1* strain, absence of *ssd1* results in activation of the CWI pathway in a constitutive manner in *S. cerevisiae* (Arias et al., 2011) indicative of at least some functional deviation between the yeast and filamentous fungal homologs.

Our results showing the presence of a physical interaction between the GUL-1 protein and the *mik-1, mek-1*, and *mak-1* transcripts suggest that GUL-1 affects the CWI pathway of *N. crassa* via translational regulation. Involvement of an RBP in the CWI pathway has also been demonstrated in *S. pombe*. There, the RBP Rnc1 was found to bind and stabilize the transcript of the Pmp1 phosphatase, which can dephosphorylate Pmk1 (the MAK-1 homolog). In turn, Pmk1 can activate the Rnc1 RBP by phosphorylation (Sugiura et al., 2003; González-Rubio et al., 2019). In *N. crassa*, part of the function of MAK-1 in regulating gene expression is mediated by the transcription factor ADV-1 (Jonkers et al., 2014; Dekhang et al., 2017; Fischer et al., 2018), whose transcript levels are significantly diminished in the Δ*gul-1* mutant. 

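The transcript of adv-1 had 26.3 ± 8.11 CPM (SD, n = 3) in the GUL-1-GFP pull-down of the standard medium and 16.5 ± 6.25 (SD, n = 2) in the input. Its log2FC was 0.67 there and 0.96 with Nikkomycin Z (adjusted p = 0.467 and 0.315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the pull-downs of the strains it was 1.12 and -1.46 (adjusted p = 0.763 and 0.0988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With total counts as library sizes, adv-1 passed in both treatments, at a log2FC of 3.66 and 3.10.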

As no physical interaction between GUL-1 and *adv-1* or ADV-1 were detected, we suggest that the observed effects of GUL-1 on *adv-1* expression are likely mediated via the MAPK pathway. Overall, we conclude that GUL-1 affects activity of the CWI pathway in the fungus at transcriptional, post-transcriptional and post-translational levels and that GUL-1, along with MAK-1, functions to regulate at least some components of the cell-wall remodeling machinery. Whether the phosphoprotein GUL-1 is also regulated by MAK-1 phosphorylation—as part of a regulatory loop—remains to be elucidated.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

IH: investigation, methodology, and writing original draft. AZ, MG-R, and ZW: investigation and methodology. FL-G: analysis and methodology. RM-P: supervision and methodology. JT and IU: analysis and methodology. OY: conceptualization and supervision. All authors took part in reviewing and editing of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The GUL-1 Protein Binds Multiple RNAs Involved in Cell Wall Remodeling and Affects the MAK-1 Pathway in Neurospora crassa
**Source:** Front Fungal Biol. 2021 Apr 16;2:672696. doi: 10.3389/ffunb.2021.672696
**Supplement:** Supplementary Figure 1 — Predictive association between RIP enriched genes. STRING interaction networks are presented for (A) standard growth conditions and (B) Nikkomycin Z treatments. Each node represents enriched RNA transcripts, while edges mark predictive association. Only nodes connected by >1 edge are displayed. The network was clustered by GLay algorithm (see Materials and Methods) or layout by Y-organic layout (for A) and Compound spring embbeder (CoSE) layout (in B). Colors indicate KEGG pathways significantly enriched in the network landscape. When a redundancy occurred in the KEGG enrichment analysis, the higher hierarchy category was labeled. The full functional enrichment, including all categories and gene list, can be found in Supplementary Table 4.

A.

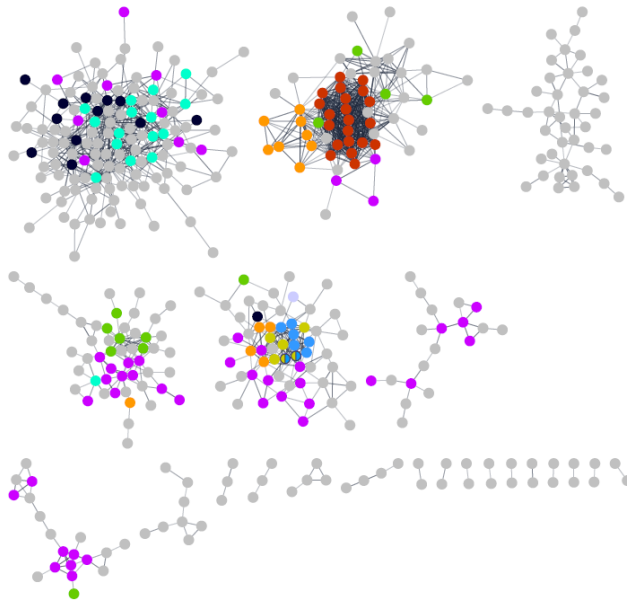

Nodes= 422  
Edges= 1289

- Ribosom
- Metabolic pathways
- Oxidative phosphorylation
- Propanoate metabolism
- Protein processing in the ER
- Autophagy
- TCA cycle
- MAPK signaling pathway
- Biosynthesis of Antibiotics

B.

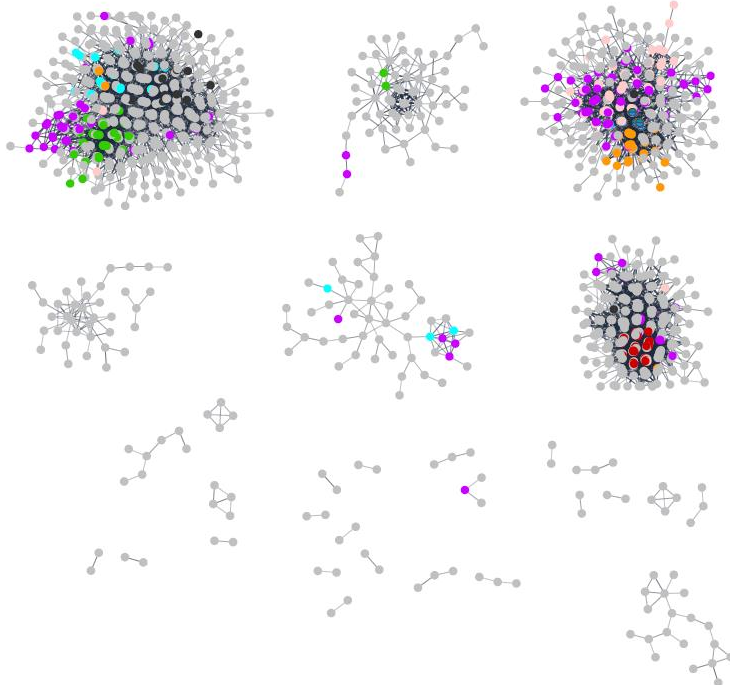

Nodes= 1360  
Edges= 9695

# Supplementary material for: The GUL-1 Protein Binds Multiple RNAs Involved in Cell Wall Remodeling and Affects the MAK-1 Pathway in Neurospora crassa
**Source:** Front Fungal Biol. 2021 Apr 16;2:672696. doi: 10.3389/ffunb.2021.672696
**Supplement:** Supplementary Figure 2 — Enrichment and significance of 5' and 3' UTR motifs as potential binding sites in Gul-1-associated mRNAs.

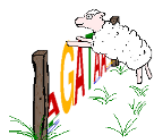

# DREME

## Discriminative Regular Expression Motif Elicitation

For further information on how to interpret these results or to get a copy of the MEME software please access <http://meme.nbcr.net>.

If you use DREME in your research please cite the following paper:

Timothy L. Bailey, "DREME: Motif discovery in transcription factor ChIP-seq data", *Bioinformatics*, 27(12):1653-1659, 2011. [\[full text\]](#)

[DISCOVERED MOTIFS](#) | [INPUTS & SETTINGS](#) | [PROGRAM INFORMATION](#)

## DISCOVERED MOTIFS

[Next](#) [Top](#)

|     | Motif | Logo | E-value  | Unersased E-value | More              | Submit/Download         |
|-----|-------|------|----------|-------------------|-------------------|-------------------------|
| 1.  | TCCSC |      | 8.3e-076 | 8.3e-076          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 2.  | CCCTD |      | 1.1e-069 | 2.4e-059          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 3.  | CCCVC |      | 3.0e-071 | 8.7e-065          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 4.  | CTCST |      | 1.4e-069 | 1.8e-070          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 5.  | VCGCC |      | 2.3e-067 | 1.5e-064          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 6.  | CCHGT |      | 3.4e-067 | 5.6e-066          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 7.  | TYTCC |      | 8.7e-065 | 1.4e-069          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 8.  | BCTCT |      | 4.5e-063 | 1.2e-056          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 9.  | CGRSC |      | 4.3e-061 | 7.3e-057          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 10. | CCTDG |      | 8.7e-059 | 7.4e-066          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 11. | CTGBC |      | 6.4e-056 | 1.4e-062          | <a href="#">↓</a> | <a href="#">---&gt;</a> |

|     | Motif | Logo                                                                                | E-value  | Unersased E-value | More              | Submit/Download         |
|-----|-------|-------------------------------------------------------------------------------------|----------|-------------------|-------------------|-------------------------|
| 12. | CTCY  | 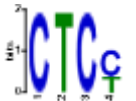   | 8.1e-054 | 1.6e-034          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 13. | CGWCK | 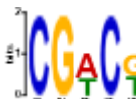   | 1.6e-054 | 2.0e-050          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 14. | GCTDC | 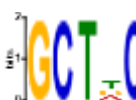   | 2.5e-053 | 6.7e-056          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 15. | TACCD | 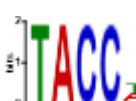   | 3.3e-049 | 7.9e-044          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 16. | CCCB  | 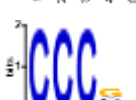   | 4.1e-049 | 1.2e-039          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 17. | GCASC | 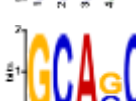   | 1.2e-049 | 3.1e-055          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 18. | AGSG  | 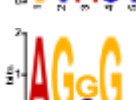   | 1.0e-048 | 9.1e-048          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 19. | GGBT  | 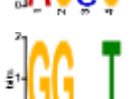   | 1.0e-050 | 5.1e-054          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 20. | CDCGC | 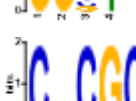  | 5.3e-045 | 2.0e-057          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 21. | CTSG  | 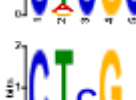 | 1.1e-046 | 7.7e-034          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 22. | TCMKT | 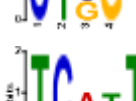 | 2.1e-043 | 2.8e-041          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 23. | YGCY  | 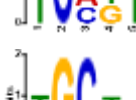 | 6.7e-048 | 5.3e-028          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 24. | TYGG  | 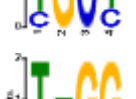 | 1.6e-041 | 6.1e-038          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 25. | CCKA  | 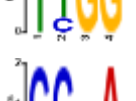 | 1.9e-040 | 2.5e-030          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 26. | AGG   | 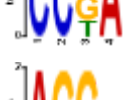 | 4.4e-040 | 2.0e-033          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 27. | GGK   | 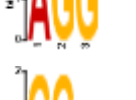 | 2.6e-040 | 1.5e-025          | <a href="#">↓</a> | <a href="#">...&gt;</a> |

|     | Motif | Logo                                                                                | E-value  | Unersased E-value | More              | Submit/Download         |
|-----|-------|-------------------------------------------------------------------------------------|----------|-------------------|-------------------|-------------------------|
| 28. | TCCM  |    | 2.2e-039 | 2.2e-020          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 29. | GCC   |    | 2.3e-037 | 1.0e-017          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 30. | CCWC  | 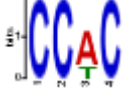   | 7.5e-039 | 3.9e-019          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 31. | CAGY  |    | 5.1e-037 | 1.8e-034          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 32. | CSCA  |    | 7.4e-038 | 3.3e-028          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 33. | YCC   |    | 9.3e-040 | 7.2e-005          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 34. | CCT   |    | 6.0e-039 | 2.4e-015          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 35. | GTBG  |   | 8.0e-038 | 9.2e-036          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 36. | GCAD  | 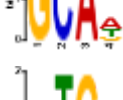 | 3.5e-038 | 1.8e-023          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 37. | KTGY  |  | 2.4e-037 | 9.7e-029          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 38. | DACG  |  | 3.1e-036 | 2.0e-026          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 39. | DGC   |  | 1.1e-035 | 1.9e-006          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 40. | GSA   |  | 5.4e-035 | 1.0e-008          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 41. | CWTT  |  | 8.6e-035 | 5.9e-018          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 42. | TCKA  |  | 8.8e-035 | 2.0e-025          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 43. | TCG   |  | 5.1e-038 | 5.5e-021          | <a href="#">↓</a> | <a href="#">...&gt;</a> |

|     | Motif | Logo                                                                                | E-value  | Unersased E-value | More              | Submit/Download         |
|-----|-------|-------------------------------------------------------------------------------------|----------|-------------------|-------------------|-------------------------|
| 44. | TTTK  | 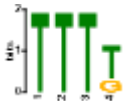   | 1.3e-033 | 6.7e-029          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 45. | AAMAA | 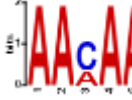   | 4.2e-032 | 6.2e-028          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 46. | CVG   | 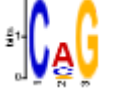   | 5.6e-032 | 1.0e-005          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 47. | TTT   | 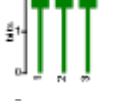   | 2.7e-031 | 4.6e-013          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 48. | MGAS  | 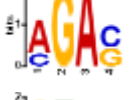   | 2.7e-031 | 1.9e-016          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 49. | GTS   | 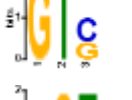   | 7.7e-031 | 3.6e-013          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 50. | MGT   | 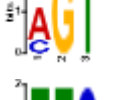   | 9.4e-032 | 5.0e-012          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 51. | TTC   | 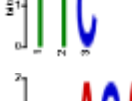  | 2.4e-031 | 8.3e-009          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 52. | WYACA | 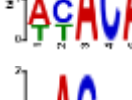 | 2.5e-030 | 2.1e-018          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 53. | BACM  | 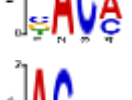 | 1.8e-030 | 4.4e-002          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 54. | ACS   | 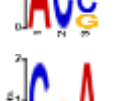 | 9.4e-033 | 2.7e-005          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 55. | CSA   | 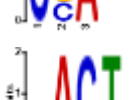 | 7.8e-030 | 3.5e-002          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 56. | BACT  | 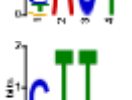 | 6.0e-029 | 4.4e-014          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 57. | STT   | 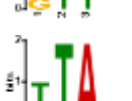 | 2.3e-031 | 1.5e-005          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 58. | YTA   | 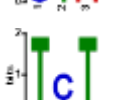 | 2.1e-031 | 1.7e-010          | <a href="#">↓</a> | <a href="#">...&gt;</a> |
| 59. | TST   | 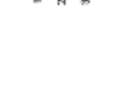 | 1.0e-028 | 2.1e-005          | <a href="#">↓</a> | <a href="#">...&gt;</a> |

|     | Motif | Logo                                                                                | E-value  | Unersased E-value | More              | Submit/Download         |
|-----|-------|-------------------------------------------------------------------------------------|----------|-------------------|-------------------|-------------------------|
| 60. | CDC   |    | 4.1e-029 | 1.0e-001          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 61. | RCT   |    | 8.5e-026 | 2.5e-007          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 62. | VAAR  |    | 2.1e-025 | 2.1e-013          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 63. | DAC   |    | 1.5e-027 | 8.4e-002          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 64. | ACA   | 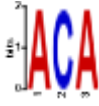   | 4.1e-027 | 1.3e-008          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 65. | RAA   |    | 5.4e-026 | 7.9e-012          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 66. | CAT   |    | 2.7e-024 | 9.3e-009          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 67. | TCA   |   | 1.8e-024 | 9.1e-008          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 68. | YAA   |  | 7.1e-025 | 7.5e-006          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 69. | AWT   |  | 1.8e-025 | 6.7e-012          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 70. | WGA   |  | 9.5e-025 | 1.7e-008          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 71. | KAK   | 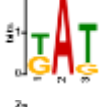 | 3.9e-026 | 2.7e-007          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 72. | RTA   |  | 1.6e-024 | 5.8e-014          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 73. | YTG   |  | 4.1e-023 | 1.5e-012          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 74. | ATS   | 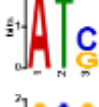 | 3.7e-019 | 2.0e-008          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 75. | GCG   |  | 3.8e-011 | 2.1e-028          | <a href="#">↓</a> | <a href="#">---&gt;</a> |

|     | Motif | Logo                                                                              | E-value  | Unersased E-value | More              | Submit/Download         |
|-----|-------|-----------------------------------------------------------------------------------|----------|-------------------|-------------------|-------------------------|
| 76. | AAG   |  | 1.9e-009 | 5.7e-019          | <a href="#">↓</a> | <a href="#">---&gt;</a> |
| 77. | TGG   |  | 2.4e-007 | 8.2e-032          | <a href="#">↓</a> | <a href="#">---&gt;</a> |

## INPUTS & SETTINGS

[Previous](#) [Next](#) [Top](#)

### Sequences

| Source            | Alphabet | Sequence Count |
|-------------------|----------|----------------|
| untreated.5utr.fa | DNA      | 1184           |

### Control Sequences

| Source              | Sequence Count |
|---------------------|----------------|
| notenriched.5utr.fa | 5293           |

### Background

| Name     | Bg.   |   |   | Bg. | Name    |
|----------|-------|---|---|-----|---------|
| Adenine  | 0.246 | A | ~ | T   | Thymine |
| Cytosine | 0.305 | C | ~ | G   | Guanine |

### Other Settings

|                            |                                    |
|----------------------------|------------------------------------|
| <b>Strand Handling</b>     | Only the given strand is processed |
| <b># REs to Generalize</b> | 100                                |
| <b>Shuffle Seed</b>        | 1                                  |
| <b>E-value Threshold</b>   | 0.05                               |
| <b>Max Motif Count</b>     | No maximum motif count.            |
| <b>Max Run Time</b>        | No maximum running time.           |

[Previous](#) [Top](#)

### DREME version

4.12.0 (Release date: Tue Jun 27 16:22:50 2017 -0700)

### Reference

Timothy L. Bailey, "DREME: Motif discovery in transcription factor ChIP-seq data", *Bioinformatics*, 27(12):1653-1659, 2011. [\[full text\]](#)

### Command line

```
dreme -dna -p untreated.5utr.fa -n notenriched.5utr.fa -norc -oc untreated_5utr
```

How the deposited data were processed for this re-analysis (not part of the article)

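RNA sequencing data were analysed for pull-downs and inputs of GUL-1-GFP and the non-tagged wild-type, each grown with or without Nikkomycin Z. The authors deposited raw counts per gene, the counts being whole numbers without normalization for 10592 features in 22 libraries. According to the paper, single-end reads were trimmed, aligned to the N. crassa genome with Tophat, kept where they mapped to a unique location, and tallied on exons with HTSeq; the paper's text does not name the genome build. Gene names and the class of each gene were taken from the NC12 annotation, in which 10590 of the 10592 identifiers were found. Libraries were grouped by strain, fraction and treatment into 8 groups, with 3 libraries per group and 2 in each of the GUL-1-GFP input groups. The titles of both GUL-1-GFP inputs of the standard medium name a pull-down. Their fraction labels and the paper's supplement give input, which was used. The replicate number was taken from the label of each library. No library of the table was left out; the GUL-1-GFP inputs that the paper excluded were not analysed here.

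Total counts per library lay between 259583 and 28372176, and counts on protein-coding genes between 59 and 5200733. A transcript at or under 3 counts in every library of a group was treated as at the floor. Folds over such a group were computed against 3 counts and given as lower bounds, which cover counting error only. These bounds do not cover libraries with few mRNA molecules counted many times, as estimated for the GUL-1-GFP inputs. No interval is given for a share of counts in a single library.

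Counts were normalized by TMM, features were kept by filterByExpr with the groups (minimum count 10), which left 7114, and one model of the 8 groups was fitted with edgeR 4.0.16 in R 4.3.3. Each comparison was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all features tested. A transcript was GUL-1-bound at an adjusted p under 0.05 and a log2FC over 2 in GUL-1-GFP pull-down over input, unless wild-type pull-down over input had an adjusted p under 0.05 and a log2FC over 0. The differences between strains and between treatments were tested as interactions, and the pull-downs of the strains were also compared without the inputs. Gene sets were compared with Fisher's exact test, two-sided, against the other genes tested, or against the other proteins of Supplementary Table 5. Of Supplementary Tables 4 and 5 only the part that could be read was used, 1998 genes of the former. Motif genes were the 363 genes read from Supplementary Table 3, fewer than the transcripts with the motif in the paper's text. Ribosomal protein genes came from product names in Supplementary Table 5 alone, so that they are limited to genes with proteins in that table. They were compared with all other genes tested. The thresholds, the other comparisons and tests, and the alternatives listed below were chosen before the data were examined. Chosen after seeing the data were the comparison of the inputs of the strains, 6 of the 11 tests of gene sets (motif and ribosomal protein genes by treatment and in the comparison of pull-downs), and 3 alternatives: protein-coding genes only, 6 against 6 pull-downs, and DESeq2 with GUL-1-GFP input replicate 1 of the standard medium in a group of its own. The simulations, the splits and the other tests of technical explanations were added during the work, and the closing parts name those whose prediction was written after the result was seen.

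Named genes were every gene that the paper names in a statement on the immunoprecipitated RNA with its NCU number, given there or elsewhere in the paper, and the 5 genes with the smallest adjusted p in the GUL-1-bound set of each treatment. NCU09089 was named after its values were seen.

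The alternatives were DESeq2 1.42.0 in one fit and in separate fits, edgeR in separate fits, TMMwsp (TMM with singleton pairing), total counts as library sizes, no filter, at least 10 counts summed over the inputs, removal of the 10 features with the highest counts, the replicate number in the model, pairing of each pull-down with the input of its culture, a log2FC over 1, a log2FC over 2 for enrichment in the wild-type, each library left out in turn, the complete motif only, all genes for the median difference, and proteins with a p under 0.01. The procedure was tested on simulated data with 200 changed genes of 6460 at a log2FC of 4, of which 87.0% and 86.5% were recovered in pull-down over input, with 5 and 3 of the 6260 unchanged genes called. For the interactions of strain and fraction 53.5% and 64.0% were recovered. The changed genes were drawn from those above the median abundance, with as many raised as lowered. Recovery required the adjusted p and the direction, but not a log2FC over 2. Most GUL-1-bound transcripts had no more than 3 counts in either input, so these rates do not carry over to the GUL-1-bound calls. Pathway enrichment was not analysed here, as no pathway annotation was at hand, nor were RT PCR, proteomics, blots, microscopy, new motifs, or positions in the genome. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.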

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

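The tests of whether interaction transcripts were also higher between the pull-downs, of wild-type input replicate 3, and of single GUL-1-GFP pull-downs were chosen only after the result was seen.

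Pull-down over input was higher in GUL-1-GFP than in the wild-type for 154 transcripts in the standard medium and 652 with Nikkomycin Z, and lower for 3 and 8, by the interaction of strain and fraction. The GUL-1-GFP inputs held fewer mRNA counts than the wild-type inputs with Nikkomycin Z, so a first candidate explanation is the low mRNA content of the GUL-1-GFP inputs by itself. Tables simulated with one mRNA composition and the observed mRNA and rRNA totals gave a median of 0 interaction calls in each treatment over 5 draws, and at most 0 and 1. With the mRNA molecules of each library also limited to the number its counts point to, the median was 0 and 9, and the highest 1 and 27. A second is that counts were lower in the GUL-1-GFP input and not higher in its pull-down. Of the 154 and 652 transcripts, 81 and 432 were not higher in GUL-1-GFP than in wild-type pull-down, and 446 of the 652 were lower in the GUL-1-GFP input than in the wild-type input. For most of the transcripts the interaction may therefore come from the inputs. Without the 10 features with the highest counts the interaction was found for 121 and 748 transcripts. With pull-downs paired with the inputs of their cultures it was found for 38 and 339, and with DESeq2 on the 22 libraries for 350 and 1417. The counts of 81 and 432, and of 73 and 220 below, come from the unpaired model only. GC content, gene length and shared reads were not tested, and no library batch is given in the labels. For these 81 and 432 the interaction cannot be told apart from a loss of transcripts in the GUL-1-GFP inputs. The other 73 and 220 were also higher in GUL-1-GFP than in wild-type pull-down, a comparison without inputs, so that a loss in the inputs alone does not account for them.

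The effect of Nikkomycin Z on pull-down over input in GUL-1-GFP passed for 1 transcript, NCU09089, chosen after its values were seen (adjusted p = 0.0498 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 29 and 80 in the inputs of the standard medium and 0 in both inputs with Nikkomycin Z, against 345, 44 and 115 and 141, 59 and 156 in the pull-downs, so that all 4 inputs but not the pull-downs show the direction; over inputs at 0 the size of the difference is not given. A candidate explanation is reliance on single libraries, and it could not be decided: the transcript passed in 0 of the 6 fits that each left out 1 GUL-1-GFP pull-down, but no transcript passed in them, where between 806 and 952 had an unadjusted p under 0.05, and so close to the threshold a call could be lost with any library. A response of this transcript to the drug cannot be told apart from that explanation.

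Between wild-type inputs with and without Nikkomycin Z, which the paper does not compare, 71 transcripts differed, 66 of them higher with the drug and 5 lower. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many, the real one; the other 3 gave 0 at the adjusted threshold and between 290 and 455 at an unadjusted p under 0.05. The other 6 of the 10 splits part 1 same-numbered pair instead of 3 and were not counted. Since 4 splits cannot give a small share, grouping by accident is not ruled out. Library depth may contribute, since input replicate 3 of the standard medium held 59 counts on protein-coding genes. Without this library 35 transcripts were called, all of them among the 71. Without single inputs with Nikkomycin Z, which were deeper, the number was 12, 5 and 19. The fall is thus not particular to the shallow library, and the test cannot decide on depth. Left out in turn, single libraries moved the number between 0, with 795 transcripts at an unadjusted p under 0.05, and 829. The 0 came without input replicate 2 of the standard medium and the 829 without replicate 1. A response of the transcriptome to Nikkomycin Z remains a hypothesis, and differences in depth are not ruled out.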

How the results depend on the processing

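Every alternative here was set beforehand except protein-coding genes only, which was chosen after seeing the data; no further test was chosen after the result was seen. Where a value changed, the cause was not tested, except for the size factors of DESeq2 on 22 libraries: with the TMM library sizes in their place, pull-down over input in GUL-1-GFP gave 1508 and 1621, against 1805 and 2333.

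The median log2FC of all transcripts in GUL-1-GFP pull-down over input was 3.32 in the standard medium and 3.69 with Nikkomycin Z, and changed with the setting. It was 5.63 and 4.87 with total counts, 2.13 and 2.52 with DESeq2 on 22 libraries, 1.41 and 1.27 with DESeq2 in separate fits, 2.01 and 2.14 with edgeR in separate fits, 2.41 and 3.24 without the 10 highest features, and 2.24 and 2.91 with protein-coding genes only. These medians are not a measured baseline for single transcripts. Of all transcripts tested, 54.81% in the standard medium and 58.62% with Nikkomycin Z had no more than 3 counts in either GUL-1-GFP input. Among transcripts with at least 10 input counts the median was 0.34 and 0.53. That is in part fixed by the requirement, since it removes transcripts with a high ratio.

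The number of transcripts higher in GUL-1-GFP than in wild-type pull-down stayed within 1.5 times its value of 179 and 430 under the 9 alternatives other than single left-out libraries that give it, at 136 to 203 and 312 to 574. With Nikkomycin Z 378 transcripts were lower in that comparison and 506 higher without the limit on log2FC, and with protein-coding genes only and with DESeq2 in separate fits the lower ones outnumbered the higher, at 472 against 371 and 1441 against 1309. The GUL-1-bound sets of 1262 and 1314 did so under TMMwsp (1398 and 1533), no filter (1303 and 1377), without the 10 highest features (1352 and 1547), with the replicate number in the model (1230 and 1363), with protein-coding genes only (1169 and 1018) and at a log2FC over 1 (1277 and 1337). Requiring a log2FC over 2 for enrichment in the wild-type could not move them, since all 32 such transcripts were above it. The motif genes, at 26.3 to 88.0%, were GUL-1-bound more often than the others in every setting, and only with the complete motif alone (38.5%) did the difference no longer pass. The proteins with Nikkomycin Z were GUL-1-bound more often in every setting, but Fisher's exact test no longer passed with TMMwsp, without the 10 highest features, with total counts, among at least 10 input counts, and without GUL-1-GFP or wild-type pull-down replicate 3 of that treatment. No transcript differed between GUL-1-GFP pull-downs with and without Nikkomycin Z in any setting, with 102 to 404 at an unadjusted p under 0.05 when single libraries were left out.

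With DESeq2 on 22 libraries, wild-type enrichment in the standard medium rose to 94 transcripts, and with Nikkomycin Z GUL-1-GFP pull-down over input and the GUL-1-bound set both to 2333, which held 1313 of the 1314. The shared set rose to 1232, the set bound with Nikkomycin Z only to 1101, the median difference to 0.35, the proteins with Nikkomycin Z to 40, the interactions of strain and fraction to 350 and 1417, that of treatment and fraction to 92, and the effect on wild-type inputs to 156.

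In separate fits with DESeq2, GUL-1-GFP pull-down over input and the GUL-1-bound set of the standard medium were both 662. Wild-type enrichment was 0 there (273 at an unadjusted p under 0.05) and 68 with Nikkomycin Z. Lower in pull-down than in input with Nikkomycin Z were 123 in the wild-type and 330 in GUL-1-GFP. In the one model of the 8 groups these were 0 and 32. The shared set was 407, the proteins in the standard medium 14, the treatment interaction 54 and the effect on wild-type inputs 24. In separate fits with edgeR, the standard medium gave 0 in GUL-1-GFP pull-down over input (1915 unadjusted), 0 in the wild-type (309 unadjusted), 0 GUL-1-bound, 0 shared, 0 proteins and 0 interactions (961 unadjusted). The same fits gave 2 enriched in the wild-type with Nikkomycin Z, 1122 bound with Nikkomycin Z only, an interaction of 1018 with Nikkomycin Z, 0 for the treatment interaction (680 unadjusted), and 24.7% of the ribosomal protein genes, which no longer passed.

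With total counts as library sizes, GUL-1-GFP pull-down over input gave 5198 and 3766, the wild-type 264 and 1, the GUL-1-bound sets 4955 and 3765, the shared set 3217, the median difference -0.41, the proteins 78 and 57, the interactions of strain and fraction 659 and 1360, the treatment interaction 0 (691 unadjusted) and the effect on wild-type inputs 10. Among at least 10 input counts, pull-down over input and the GUL-1-bound sets were 165 and 226, the wild-type in the standard medium 0 (277 unadjusted), the shared set 115, the set with Nikkomycin Z only 111, the median difference 0.36, the proteins 3 and 3, the interaction in the standard medium 246 and the treatment interaction 70. Of the ribosomal protein genes 10.6% were then GUL-1-bound, with an odds ratio of 0.900 (exact p = 1), nominally the opposite direction but no difference. Requiring input counts removes transcripts with a high ratio by construction, so that these lower numbers are in part fixed by the requirement. All 165 and 226 were among the sets without this requirement. The 70 of the treatment interaction were 32 higher and 38 lower with Nikkomycin Z. The 92 with DESeq2 on 22 libraries were 78 higher and 14 lower, and the 54 with DESeq2 in separate fits 21 and 33.

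With pull-downs paired with the inputs of their cultures, pull-down over input and the GUL-1-bound sets were 776 and 874, the wild-type in the standard medium 0 (605 unadjusted), the shared set 448, the proteins in the standard medium 14, the interactions 38 and 339 and the treatment interaction 0 (522 unadjusted). With the replicate number in the model, wild-type enrichment in the standard medium was 10, the treatment interaction 0 (862 unadjusted) and the effect on wild-type inputs 155. Without a filter these were 86, 2 and 153, and the wild-type with Nikkomycin Z was 1. Without the 10 highest features wild-type enrichment was 85 and the treatment interaction 0 (909 unadjusted); with protein-coding genes only these were 10 and 0 (882 unadjusted). At a p under 0.01 for the proteins, 17 and 15 had GUL-1-bound mRNA.

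With single libraries left out, the results ranged as follows. GUL-1-GFP pull-down over input with Nikkomycin Z gave 838 to 1183, its GUL-1-bound set 838 to 1267, the set bound with Nikkomycin Z only 295 to 760, and the proteins with Nikkomycin Z 17 to 24. The comparison of pull-downs gave 94 to 177 in the standard medium and 257 to 349 with Nikkomycin Z, and the interactions 59 to 468 and 328 to 553. Wild-type enrichment in the standard medium ranged from 0 (728 to 809 unadjusted in the 3 fits at 0) to 336, the effect on wild-type inputs from 0 to 829, and the treatment interaction was 0 in all 6 fits. The GUL-1-bound set of the standard medium (1017 to 1517) and the shared set (543 to 933) stayed within 1.5 times their values. So did the motif genes (30.7 to 39.9%) and the ribosomal protein genes (35.1 to 48.1%). The median difference ranged from -0.03 to 0.22, so that its sign was not stable.

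Of the log2FC of named genes under the other alternatives, 1237 stayed on their side of the threshold, 88 newly passed, 76 no longer passed and 6 changed direction. Those 6 were ham-7 with Nikkomycin Z (0.41 with DESeq2 on 22 libraries, 2.33 with total counts, 0.36 with paired cultures), ham-7 in the standard medium (3.35 with total counts) and gh17-2 with Nikkomycin Z (-0.26 and -0.13 in separate fits with DESeq2 and edgeR). With single libraries left out, 619 stayed, 54 moved by more than their standard error where 1 input remained, 59 no longer passed, 3 newly passed and 1 changed direction: gh17-2 in the standard medium, at -0.0023 without pull-down replicate 1. Its log2FC was also under 0, at -0.033, without GUL-1-GFP input replicate 2, one of the fits with 1 input, and at most 0.88 in the others.

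Pairing by culture gives no comparison between pull-downs or between treatments within a fraction, and the requirement on input counts was not applied to comparisons of pull-downs. Leaving out a GUL-1-GFP input left 1 library, so no call was made there.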

Differences from the paper's values

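Of the tests in this part, the DESeq2 fit with GUL-1-GFP input replicate 1 of the standard medium in a group of its own and the count of shared transcripts at the floor were chosen after the result was seen.

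The GUL-1-bound transcripts with Nikkomycin Z numbered 1314, against the paper's 2628. Of the alternatives set before the data were examined, DESeq2 on 22 libraries (2333) and total counts (3765) brought the value within 1.5 times the paper's; the others, at 226 to 1547, did not. With DESeq2 and GUL-1-GFP input replicate 1 of the standard medium in a group of its own, chosen after seeing the values, the number was 2352. Bound with Nikkomycin Z only were 560, against the paper's 1800, and none of the alternatives set before the data were examined closed the gap (111 to 1122). The ratio of the GUL-1-bound numbers with and without Nikkomycin Z was 1.04, where the paper states more than 2-fold. Of the alternatives set before the data were examined, DESeq2 on 22 libraries (1.34), DESeq2 in separate fits (1.74) and at least 10 input counts (1.37) were within 1.5 times of it, and the others that gave a ratio, at 0.760 to 1.14, were not. Proteins with GUL-1-bound mRNA with Nikkomycin Z numbered 26, against the paper's 46; DESeq2 on 22 libraries (40), total counts (57) and the replicate number in the model (31), all set before the data were examined, were within 1.5 times, and the others, at 3 to 28, were not.

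For rho-1 with Nikkomycin Z the log2FC was 2.00, against the paper's 2.70 in Supplementary Table 4. The value was 2.70 with DESeq2 on 22 libraries, and 2.16 both with TMMwsp and without the 10 highest features, which fall within the standard error of 0.58; the other alternatives set before the data were examined did not. For spz-1 with Nikkomycin Z it was 4.57, against the paper's 5.31. It was 5.31 with DESeq2 on 22 libraries, 4.72 with TMMwsp, 4.61 with no filter, 4.72 without the 10 highest features, 4.81 without GUL-1-GFP pull-down replicate 2 and 4.93 without GUL-1-GFP input replicate 3, all within the standard error of 0.70; the other alternatives set before the data were examined did not close the gap. For mak-2 in the standard medium it was 2.23, against the paper's 6.94, and none of the alternatives set before the data were examined closed the gap. For vts-1 in the standard medium it was 5.63, against the paper's 9.68; total counts (8.81), set before the data were examined, closed the gap and the others did not. With GUL-1-GFP input replicate 1 of the standard medium in a group of its own under DESeq2, chosen after seeing the values, the log2FC was 6.94 for mak-2, 9.68 for vts-1, 2.70 for rho-1 and 5.31 for spz-1.

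Supplementary Table 4 marks some log2FC under 2 as enriched: 1.71 for rho-1 in the standard medium, and 1.86 for so, 1.99 for mak-2 and 1.36 for frq with Nikkomycin Z. Among these, only rho-1 had an adjusted p under 0.05 here. The table does not mark mek-2 with Nikkomycin Z, which the paper's text counts as bound. The paper counts the following transcripts as bound, and they did not pass here, where a log2FC over 2 was required. In the standard medium these were rho-1 (log2FC 1.75), which passed with DESeq2 on 22 libraries, total counts and a log2FC over 1, and mak-2 (2.23), which passed with DESeq2 on 22 libraries and total counts. The paper also counts gul-1 as bound by RT PCR; its log2FC in the standard medium was 2.25, and it passed with DESeq2 on 22 libraries, TMMwsp, total counts, no filter, the replicate number in the model, and without GUL-1-GFP pull-down replicate 1. With Nikkomycin Z, fks-1 (2.43) passed with DESeq2 on 22 libraries, total counts, no filter, the replicate number in the model and paired cultures. pp2A-A (2.17) and ham-3 (2.40) passed with DESeq2 on 22 libraries, TMMwsp, total counts and without the 10 highest features. lah-2 (2.14) passed with DESeq2 on 22 libraries, total counts, no filter and the replicate number in the model. os-4 (1.80) and ve-1 (1.66) passed with DESeq2 on 22 libraries and total counts. so (1.17), mak-2 (1.27), myo-5 (1.06), frq (0.69), fwd-1 (1.19) and scp-160 (1.06) passed with total counts only, and mek-2 (0.66) under no setting. For ham-7 the paper makes no call of its own, but names it among genes of which it states that the majority of transcripts are bound; its log2FC was -0.64 in the standard medium, where it passed with total counts only, and -0.28 with Nikkomycin Z, where it passed under no setting. The paper presents spz-1, mek-1, pp-1 and os-5 among the transcripts of the Nikkomycin Z condition. Here all 4 were GUL-1-bound in both treatments, as spz-1 is in Supplementary Table 4. With pull-downs paired with the inputs of their cultures, spz-1 and mek-1 still passed in the standard medium, and pp-1 and os-5 did not. Supplementary Table 4 marks ghx-2 as enriched in the wild-type in the standard medium; here its wild-type log2FC was 2.53 and did not pass (adjusted p = 0.117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The table marks NCU06781, NCU08046, NCU01021 and frq in the same way, and none of them passed in the wild-type here (adjusted p = 0.0610, 0.0675, 0.0698 and 0.378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that ghx-2, NCU06781 and NCU08046 are GUL-1-bound in the standard medium here and not in the paper's table. It also marks chs-1, pub and NCU00040 as enriched with Nikkomycin Z, where their log2FC was 2.16, 2.15 and 2.19 and did not pass. The paper states a higher log2FC of the enriched transcripts with Nikkomycin Z. The median difference here was 0.05, and 0.35 with DESeq2 on 22 libraries and 0.36 among at least 10 input counts. It was -0.03 with DESeq2 in separate fits and -0.41 with total counts. For 545 of the 754 transcripts behind the value of 0.05, a count made after seeing the data, the inputs of at least one treatment held no more than 3 counts, so that it does not measure a change.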

Other observations

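The share of transcripts at the floor, the frequency of small values, the match to Supplementary Table 4, the comparison of the inputs of the strains and that of 6 against 6 pull-downs are tests chosen only after the result was seen.

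The GUL-1-bound sets rest on inputs with few mRNA counts: 73.14% of the transcripts bound in the standard medium and 72.07% with Nikkomycin Z had no more than 3 counts in either GUL-1-GFP input, against 50.85% and 55.57% of the other transcripts tested. A transcript with a high ratio has a low input by construction, so these shares cannot tell whether low input counts produced the calls. A uniform rise of mRNA over rRNA in the pull-down, with no binding of particular transcripts, gave a median of 0 GUL-1-bound calls in 5 simulated tables for each treatment, and a median log2FC of 0.55 and 0.51. Low complexity of the GUL-1-GFP inputs, that is few mRNA molecules counted many times, is a further candidate explanation. Wild-type inputs with Nikkomycin Z thinned to the protein-coding counts of the GUL-1-GFP inputs still showed 5041 to 5332 genes, against 2492 to 2548 in the GUL-1-GFP inputs. Tables simulated with that few molecules and one mRNA composition gave a median of 78 and 155 GUL-1-bound calls, at most 94 and 206, and a median log2FC of 2.67 and 2.68. Low complexity may thus account for a part of the calls, and the sets cannot be told apart from it entirely.

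The comparison between pull-downs does not use the inputs. In the simulated tables of a uniform rise it gave a median of 0 transcripts in the standard medium and 0 with Nikkomycin Z, and with few molecules at most 1. Among the 4 splits that part all 3 same-numbered pairs, 1 split, the real one, gave as many as 179 in the standard medium, and 1, the real one, as many as 430 with Nikkomycin Z; the other splits gave at most 1, with 68 to 132 and 41 to 113 at an unadjusted p under 0.05. For enrichment in the wild-type, 1 of the 4 splits gave as many as 32 in the standard medium (the others 3, 0 and 0, with 497, 170 and 125 unadjusted), and with Nikkomycin Z all 4 gave as many, since the real number was 0 with 247 at an unadjusted p under 0.05. All 4 splits also gave as many for GUL-1-GFP pull-downs with and without Nikkomycin Z, at 0 with 301 unadjusted. With 4 splits none of these shares can be small. Both treatments were therefore taken together, 6 pull-downs against 6, a comparison chosen after seeing the data. Of 6780 transcripts tested, 293 were higher in GUL-1-GFP and 36 lower at a log2FC over 2, and 1 of the 32 splits, the real one, gave as many; the others gave at most 0, with a median of 61 and a highest of 1438 at an unadjusted p under 0.05. Of the 293, 221 were GUL-1-bound in both treatments, 257 in at least one and 36 in neither. Of the 179 and 430 transcripts, 2 and 23 were also higher in GUL-1-GFP than in wild-type input, a count made after the result was seen, and 71 and 195 passed the interaction of strain and fraction. The input log2FC was over 0 for 90 of the 179 and 192 of the 430, and few transcripts were called higher in the GUL-1-GFP inputs at all, so that a difference in expression between the strains is not ruled out for them. At the adjusted threshold without a limit on log2FC, 378 transcripts were lower in GUL-1-GFP than in wild-type pull-down with Nikkomycin Z, against 506 higher, and 0 were lower in the standard medium, against 184 higher.

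The inputs of the strains differed as well. GUL-1-GFP input was higher than wild-type input for 6 transcripts and lower for 144 in the standard medium, and higher for 88 and lower for 1337 with Nikkomycin Z. The median log2FC over all transcripts tested was -0.50 and -3.20.

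Among the deposited values 862 were equal to 1 and 4353 equal to 3, a ratio of 0.198, whereas tallies of reads usually hold more ones than threes. The totals exceeded the paper's number of uniquely mapped reads in 21 of 22 libraries, by a factor of up to 2.07. The counts may therefore be estimates made from coverage and not tallies of reads. No biological explanation was tested.

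The paper's standard-medium log2FC may rest on 1 GUL-1-GFP input library, replicate 2. With DESeq2 and replicate 1 in a group of its own, an arrangement chosen after seeing the values, 96.75% of the 1998 visible log2FC of Supplementary Table 4 came within 0.01 of the paper's, against 7.01% with both inputs and 6.71% with replicate 2 apart. With Nikkomycin Z 97.9% did so with both inputs of that treatment.

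DESeq2 called more transcripts than edgeR, and its size factors, taken from the 23 features above 0 in all 22 libraries (7 of them rRNA), may be the reason. With the TMM library sizes, DESeq2 called 1621 transcripts in pull-down over input with Nikkomycin Z, against 2333 with its own and 1314 with edgeR; in the standard medium it called 1508, against 1805 and 1283. The size factors would then explain most of that difference, and not all of it.

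The transcripts with the smallest adjusted p in the GUL-1-bound sets were NCU06737, NCU04373, NCU03928, kal-1 and gnb-1 in the standard medium, and NCU06737, kal-1, NCU02015, gnb-1 and NCU04373 with Nikkomycin Z. All 6 were higher in GUL-1-GFP than in wild-type pull-down in each treatment at a log2FC of 3.33 to 7.75.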
